# Generation of functional liver organoids on combining hepatocytes and cholangiocytes with hepatobiliary connections ex vivo

**DOI:** 10.1038/s41467-021-23575-1

**Published:** 2021-06-07

**Authors:** Naoki Tanimizu, Norihisa Ichinohe, Yasushi Sasaki, Tohru Itoh, Ryo Sudo, Tomoko Yamaguchi, Takeshi Katsuda, Takafumi Ninomiya, Takashi Tokino, Takahiro Ochiya, Atsushi Miyajima, Toshihiro Mitaka

**Keywords:** Gastrointestinal models, Differentiation

## Abstract

In the liver, the bile canaliculi of hepatocytes are connected to intrahepatic bile ducts lined with cholangiocytes, which remove cytotoxic bile from the liver tissue. Although liver organoids have been reported, it is not clear whether the functional connection between hepatocytes and cholangiocytes is recapitulated in those organoids. Here, we report the generation of a hepatobiliary tubular organoid (HBTO) using mouse hepatocyte progenitors and cholangiocytes. Hepatocytes form the bile canalicular network and secrete metabolites into the canaliculi, which are then transported into the biliary tubular structure. Hepatocytes in HBTO acquire and maintain metabolic functions including albumin secretion and cytochrome P450 activities, over the long term. In this study, we establish functional liver tissue incorporating a bile drainage system ex vivo. HBTO enable us to reproduce the transport of hepatocyte metabolites in liver tissue, and to investigate the way in which the two types of epithelial cells establish functional connections.

## Abstract (web summary)

Combining mouse hepatocyte progenitors and cholangiocytes ex vivo, the authors form an organoid that can drain bile ex vivo and transport metabolites, as in the liver.

## Introduction

Epithelial organs consist of multiple types of epithelial tissue, such as alveoli and trachea in the lung, urinary tubules and collecting ducts in the kidney, acini and pancreatic ducts in the pancreas, and bile canaliculi (BC) and bile ducts (BDs) in the liver. The structures connecting two types of tissues are unique to each organ. Various substances, including air, urine, digestive enzymes, and bile are altered in composition as they flow through the connecting structures. It is therefore crucial to accurately connect tissue structures composed of different types of epithelial cells, in order to reproduce the function of each organ ex vivo.

To generate organoids or mini-organs, tissue stem cells are cultured in three dimensions (3D), to enable the cells to grow, divide, and self-organize into tissue structures similar to those found in vivo. This approach has been used to generate functional components of the gastrointestinal tract, including intestinal^1^, gastric^2^, colonic^3^ and hepatic tissues^4,5^. The organoids are likely to contain niches for maintaining tissue stem/progenitor cells, given that these organoids can expand in size. However, each organoid consists of a single type of tissue, and they do not contain structures connecting different types of epithelial cells.

Co-culturing is a technique used to generate organoids consisting of multiple types of tissues. A liver organoid equipped with a vascular system has been developed in a co-culture of hepatoblast-like cells, vascular endothelial cells, and mesenchymal cells, derived from human-induced pluripotent stem cells (hiPSCs)^6^. The hepatocytes in the organoid may exchange metabolic substances via the blood flow when they are transplanted into immunodeficient mice^7^. However, the organoid does not contain the biliary structure that is essential to drain cytotoxic bile from the hepatic tissue.

In this study, we present a mouse hepatobiliary organoid with hepatocyte clusters derived from small hepatocytes (SHs), and a biliary network derived from epithelial cell adhesion molecule positive (EpCAM^+^) cholangiocytes. SHs are intrinsic hepatocyte progenitors isolated from healthy adult mice as hepatocytes with small size, which subsequently proliferate and differentiate into functional hepatocytes in vitro and in vivo^8,9^. In our hepatobiliary organoids, bilirubin and fluorescein-labeled bile acid were absorbed by the hepatocytes, excreted into BCs, and then accumulated in the biliary system, indicating that a connection between hepatocytes and cholangiocytes had been established. Since hepatocyte clusters are functionally connected to the biliary tubules, we call this organoid a “hepatobiliary tubular organoid (HBTO)”. Hepatocytes in an HBTO acquire and maintain metabolic functions for more than one month. The development of HBTOs enables us to investigate the transport of hepatocyte metabolites within the liver tissue and to monitor the metabolism of the hepatocytes in the long-term ex vivo.

## Results

### Induction of hepatobiliary connections in co-cultures of hepatocytes and cholangiocytes

In order to reconstruct hepatobiliary tissue structures in vitro, we used SHs and primary cholangiocytes isolated from healthy adult mice. SHs proliferate and differentiate into mature hepatocytes (MHs) in tissue culture dishes in the presence of Matrigel (MG) (Supplementary Fig. 1a)^8,9^. SHs form BC-like structures, although they are not organized into a continuous luminal network (arrowheads in Supplementary Fig. 1a). Primary cholangiocytes isolated as EpCAM^+^ cells proliferate on type I collagen gel and form a tubular network with an overlay of collagen gel (Supplementary Fig. 1b)^10,11^.

An approach often used to generate multicellular tissue structures, is spheroid or 3D cultures, in which cell aggregates are embedded in MG^12^. Although hepatocytes generate bile canaliculi-like structures in spheroids^4^, biliary networks are not generated in this type of 3D culture, but they do develop in sandwich culture^10,13^. Therefore, we used a sandwich culture for co-culturing SHs and cholangiocytes. Type I collagen gel was used as the bottom layer, and type I collagen gel containing 20% MG (Col-MG) was used as the top layer. We mixed cholangiocytes and SHs and plated them onto type I collagen gel. Although the cholangiocytes and SHs formed colonies, they did not contact each other, and thus did not form hepatobiliary connections. To establish contact between SHs and cholangiocytes, we added SHs to the culture after the cholangiocytes had proliferated to form colonies on the collagen gel (Fig. 1a). Under these conditions, SHs attached in empty spaces among cholangiocyte colonies, and close contact with cholangiocytes could be observed one day after plating the SHs (left panels of Fig. 1b). The HNF4α^+^ hepatocytes established tight junctions with the cholangiocytes (Supplementary Fig. 2). Morphogenesis was induced by an overlay of Col-MG. Two weeks after the overlay, hepatocytes showed cellular morphology similar to that of MHs, having a large amount of cytoplasm and round nuclei, and formed a BC network. On the other hand, cholangiocytes formed a tubular network. At this stage, we identified luminal connections between hepatocytes and cholangiocytes under a phase-contrast microscope (right panels of Fig. 1b). Immunofluorescence analysis was performed four weeks after the Col-MG overlay. Serial X–Y images were acquired on a confocal microscope to examine optical cross-sections of the hepatobiliary connections (Fig. 1c). It was apparent that a BC network formed within the HNF4α^+^ hepatocyte cluster (arrowheads in the upper right panels of Fig. 1c) was connected to a lumen consisting of CK19^+^ cholangiocytes and HNF4α^+^ hepatocytes (arrowheads in the middle right panels of Fig. 1c), and then eventually to the duct composed of CK19^+^ cholangiocytes (arrowheads in the lower right panels of Fig. 1c). In each experiment, using a phase-contrast microscope we could observe hepatobiliary connections on the boundary between the cholangiocytes and the hepatocytes. We evaluated the efficiency of the establishment of hepatobiliary connections in the organoids by staining them with phalloidin and counting the number of lumina connecting the hepatocyte clusters and biliary tubules (Supplementary Fig. 3). We found an average of 3.2 ± 0.4 connections (mean ± SEM) per 1 mm of the boundary between hepatocytes and cholangiocytes. Since the hepatocyte clusters were connected to the biliary tubules, we called this organoid an “HBTO”.

**Fig. 1:**
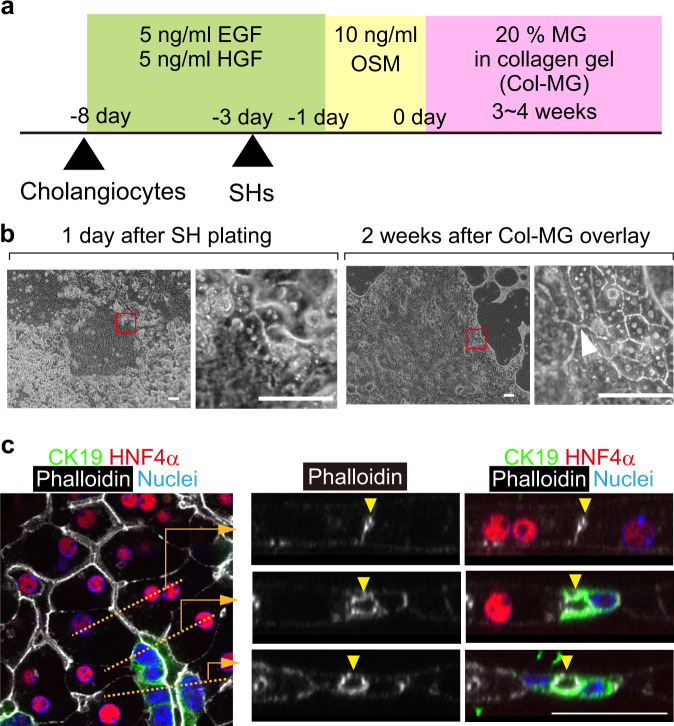
Induction of hepatobiliary connections in co-cultures of SHs and cholangiocytes. **a** Schedule of co-culture of SHs and cholangiocytes. **b** Morphological changes in hepatocytes and cholangiocytes in co-culture. Cholangiocytes are in close contact with hepatocytes one day after plating SHs. At two weeks after the overlay of collagen-containing 20% Matrigel (Col-MG), the BC network of hepatocytes connects to the biliary network (an arrowhead). Co-culture was repeated more than fifty times. The contacts and connections between hepatocytes and cholangiocytes were always observed at similar time points. Boxes are enlarged in square panels. Bars represent 100 μm. **c** Hepatobiliary connections in co-culture Optical cross-sections along broken lines in the left panel are shown in the right panels. The BC within the HNF4α^+^ hepatocyte clusters (arrowheads in upper right panels) connect to the lumen, which consists of CK19^+^ cholangiocytes and HNF4α^+^ hepatocytes (arrowheads in middle right panels), and then eventually reach the duct of CK19^+^ cholangiocytes (arrowheads in lower right panels). At four weeks after MG overlay, the immunostaining with phalloidin (white), anti-HNF4α antibody (red), anti-CK19 antibody (green), and Hoechst 33342 (blue) was repeated five times independently. Three fields were examined in each sample. Three out of fifteen areas were further used to collect serial optical sections for 3D reconstruction. The representative images are shown in this figure. Bars represent 50 μm.

### Hepatocytes and cholangiocytes maintain their lineages to establish HBTOs

Recent research has shown that hepatocytes and cholangiocytes are plastic^14–17^. The results shown in Fig. 1c suggest that hepatocytes and cholangiocytes, but not any intermediate cells, form the hepatobiliary junctions. We further examined whether hepatocytes or cholangiocytes show intermediate characteristics, expressing both markers, to form the hepatobiliary junctions. Antibodies against carcinoembryonic antigen-related cell adhesion molecule (CEACAM) were used to specifically label the apical membranes of hepatocytes, and ezrin (EZN) was used to label cholangiocytes. As shown in the upper panels of Fig. 2a, CEACAM^+^EZN^−^ hepatocytes (closed arrowhead) and CEACAM^−^EZN^+^ cholangiocytes (open arrowhead) formed the junction. We did not find CEACAM^+^EZN^+^ cells in the HBTOs. We also investigated the expression of CK19, Sry-HMG box 9 (SOX9), and osteopontin (OPN) as cholangiocyte markers, and radixin (RDX) as a hepatocyte marker (middle and lower panels of Fig. 2a and Supplementary Fig. 4). The apical membranes of hepatocytes (closed arrowheads) and those of cholangiocytes (open arrowheads) surrounded the luminal space at hepatobiliary junctions. We did not find cells expressing both hepatocyte and cholangiocyte markers. As with the hepatobiliary connections observed in HBTO, CEACAM^+^EZN^−^ hepatocytes and CEACAM^−^EZN^+^ cholangiocytes surrounded the lumen at the hepatobiliary junction in adult liver tissue (Supplementary Fig. 5). Three-dimensional analyses were performed using immunofluorescence images of HBTOs with anti-CEACAM and anti-EZN antibodies to reveal the way in which hepatocytes and cholangiocytes formed the hepatobiliary connections in HBTOs. About 60% of the connections consisted of one hepatocyte and one cholangiocyte, whereas others consisted of one hepatocyte and two or three cholangiocytes (Supplementary Fig. 6).

**Fig. 2:**
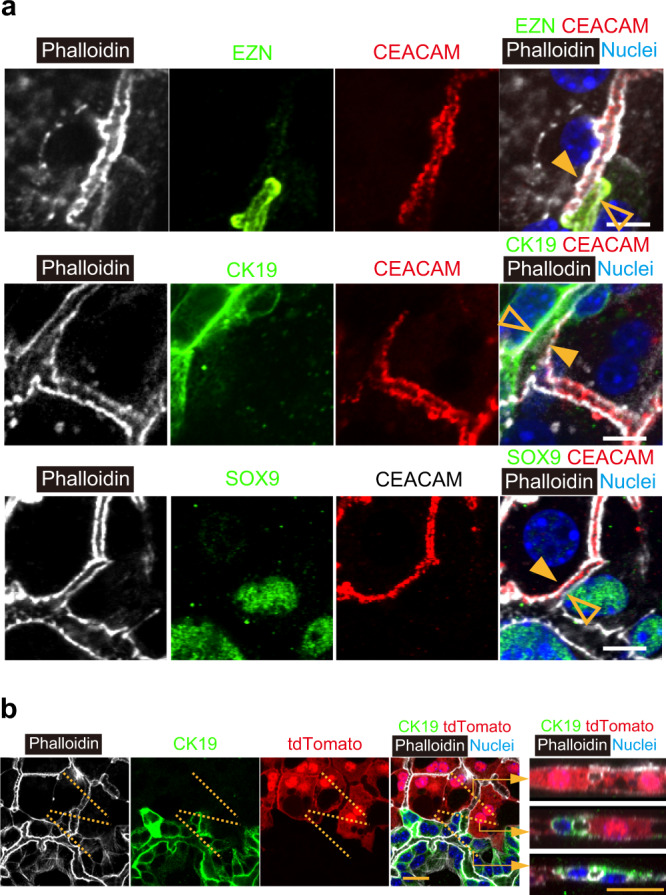
Hepatocytes and cholangiocytes maintain their lineage to establish hepatobiliary junctions. **a** Immunological identification of the hepatobiliary junction. The hepatobiliary junction consists of hepatocytes (closed arrowheads) and cholangiocytes (open arrowheads). The continuous lumen stained with phalloidin (white) is surrounded by CEACAM^+^EZN^−^ hepatocytes and CEACAM^−^EZN^+^ cholangiocytes, CEACAM^+^CK19^−^ hepatocytes, and CEACAM^−^CK19^+^ cholangiocytes, or CEACAM^+^SOX9^−^ hepatocytes and CEACAM^−^SOX9^+^ cholangiocytes. The immunostaining using phalloidin, anti-CEACAM antibody (red), and Hoechst 33342 (blue) with anti-EZN (green), anti-CK19 (green), or anti-SOX9 (green) antibody was repeated three times independently. Three fields were examined in each sample and the representative images are shown in this figure. Bars represent 20 μm. **b** tdTomato^+^ hepatocytes maintain their lineage to form a continuous luminal network with cholangiocytes. Optical cross-sections along broken lines in the square four panels are shown in the far right panels. The luminal network among tdTomato^+^ hepatocytes (upper right panel) is connected to that of the tdTomato^−^CK19^+^ biliary structure (lower right panel) at the boundary (middle right panel). The luminal network is recognized by F-actin bundles visualized using phalloidin. The immunostaining with phalloidin (white), anti-CK19 antibody (green), and Hoechst 33342 (blue) was repeated three times, independently. Two fields were examined in each sample. Two out of six areas were further used to collect serial optical sections for 3D reconstruction. The representative images are shown in this figure. Bars represent 40 μm.

There remained a possibility that hepatocytes were completely converted to cholangiocytes, or vice versa, during the generation of hepatobiliary connections. To examine whether lineage conversion was involved in hepatobiliary morphogenesis, we cultured SHs isolated from CAG-Cre:ROSA-tdTomato mice with wild-type EpCAM^+^ cholangiocytes (Fig. 2b). The BC of tdTomato^+^CK19^−^ hepatocytes (the upper far right panel) was connected to the lumen of tdTomato^−^CK19^+^ biliary tissue (the lower far right panel). At the boundary, tdTomato^+^CK19^−^ hepatocytes and tdTomato^−^CK19^+^ cholangiocytes surrounded the luminal structure (the middle far right panel). We did not detect tdTomato^+^ cholangiocytes or tdTomato^−^ hepatocytes. We also cultured EpCAM^+^ cholangiocytes isolated from CAG-Cre:ROSA-tdTomato mice with SHs isolated from wild-type mice (Supplementary Fig. 7). In this culture, the BC network of hepatocytes (closed arrowheads in Supplementary Fig. 7a) was connected to the biliary network of tdTomato^+^ cholangiocytes (open arrowheads in Supplementary Fig. 7a). Some tdTomato^+^ cholangiocytes were weakly positive for HNF4α, although their cellular morphology was visually similar to that of the neighboring cholangiocytes (Supplementary Fig. 7b). Neither tdTomato^+^ hepatocytes nor tdTomato^−^ cholangiocytes were detected. Collectively, hepatocytes and cholangiocytes maintained their original lineages and formed hepatobiliary connections in HBTOs (Supplementary Table 1).

### Transport of hepatocyte metabolites in HBTOs

A variety of metabolic reactions occur within functional hepatocytes. The metabolites produced by these reactions are secreted into the BC and then transported into intrahepatic bile ducts (IHBDs). To demonstrate functional connections between hepatocytes and cholangiocytes in HBTOs, we investigated whether the metabolites produced by hepatocytes were secreted into the BC and eventually transported into tubular structures consisting of cholangiocytes. We applied chloromethylfluorescein diacetate (CMFDA) to HBTOs and examined whether the compound accumulated in the biliary tissue. Hepatocytes, but not cholangiocytes, incorporated and degraded CMFDA to produce fluorescein, which was secreted into the apical luminal space (Supplementary Fig. 8). Fluorescein accumulated in the biliary tissue when hepatocytes and cholangiocytes established functional connections. Fluorescein was detected at high levels in the BC network 10 min after the incubation of HBTOs in CMFDA-containing medium (Fig. 3a). Although some fluorescein was observed in the biliary networks near the hepatocyte clusters at this time, more fluorescein was found to have been transported to the biliary tissue after 120 min of incubation. We then added a fluorescein-labeled bile acid, cholyl-lysine fluorescein (CLF), to HBTOs, and followed its transport. CLF was incorporated into hepatocytes, but not into the cholangiocytes (Supplementary Fig. 8). CLF was then secreted to the BC through the bile salt efflux pump. CLF had been secreted to the BC by 30 min after the treatment and had accumulated in the biliary tissue after 6 h (Fig. 3b and Supplementary Fig. 9), indicating that the CLF secreted into the BC was transported to the biliary network. Finally, HBTOs were exposed to bilirubin, and we investigated whether the bilirubin was metabolized and then accumulated in the biliary network. After five days of incubation, bilirubin in the luminal spaces of the HBTO was visualized by oxidizing the bilirubin to biliverdin. Biliverdin was detected in both the biliary and the BC networks (Fig. 3c), indicating that the hepatocytes took up and modified bilirubin, which was then excreted to the BC and transported into the biliary network. These results indicate that the HBTOs reproduced the transport of hepatocyte metabolites in liver tissue in vivo.

**Fig. 3:**
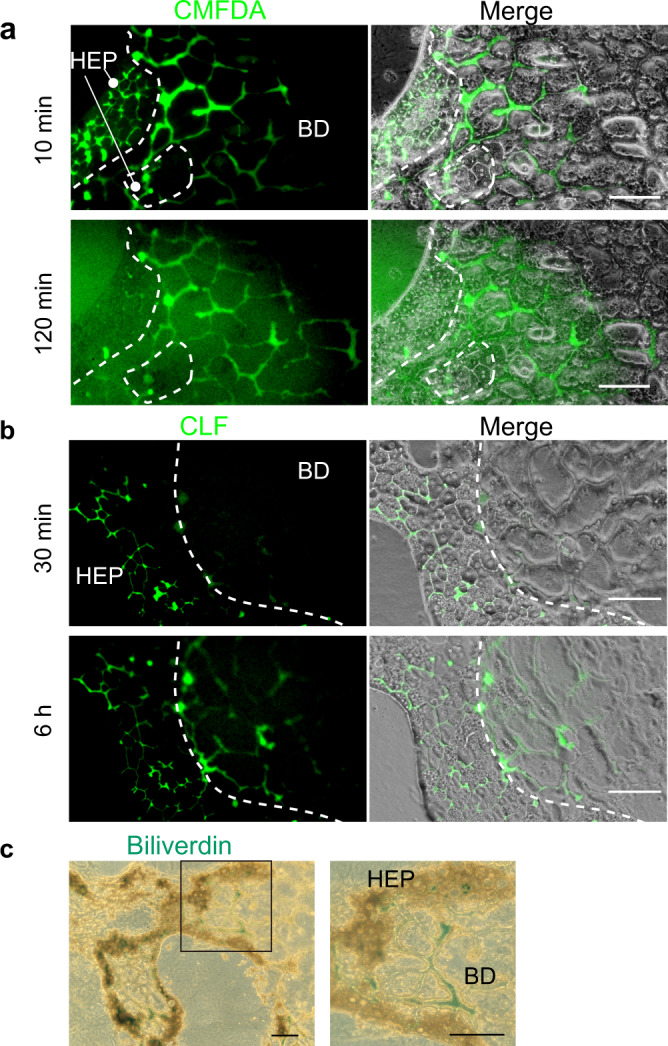
Transport of hepatocyte metabolites in HBTO. **a** Transport of fluorescein diacetate in HBTOs. Fluorescein derived from chloromethyl fluorescein diacetate (CMFDA) is secreted into BCs and then transported into the biliary network. After 10 min of incubation, fluorescein is strongly detected in the BC network of the hepatocyte cluster (HEP, surrounded by a broken line), as well as in the biliary network (BD). Fluorescein is absent from the hepatocyte clusters and reaches the biliary network after 120 min incubation. HBTOs were incubated in the presence of CMFDA for 10 min. Phase-contrast and fluorescent images were taken after washing with culture medium five times. HBTOs were kept in the culture medium without CMFDA. Dotted lines indicate the boundary between HEP and BD. The experiment on one well was repeated three times, independently. Two fields were examined in each well and the representative images are shown in this figure. Bars represent 100 μm. **b** Transport of bile acids in HBTO. CLF taken up by hepatocytes is transported into the biliary network. The organoids were incubated in the presence of CLF for 30 min. After five washes, images were taken at 30 min (panels 1 and 2) and at 6 hours (panels 3 and 4). Broken lines indicate the boundary between HEP and BD. The experiment using one well was repeated three times, independently. Three fields were examined in each well and the representative images are shown in this figure. Bars represent 100 μm. **c** Transport of bilirubin. Bilirubin taken up by hepatocytes is excreted into BCs and then transported into the biliary network. Bilirubin in HBTOs was visualized by turning it into biliverdin. The experiment on one well was repeated three times, independently. Three fields were examined in each well and the representative images are shown in this figure. The box in the left panel is enlarged in the right panel. Bars represent 200 μm.

### Hepatocytes maintain metabolic functions in HBTOs

In order to provide an assay system for drug metabolism, it is important to induce the cellular characteristics of well-differentiated hepatocytes in the HBTOs. Hepatocytes in an HBTO could secrete three times as much ALB as SH-derived hepatocytes (Hep) (Fig. 4a). HBTOs showed higher CYP1A1-like and CYP3A4-like activities when compared with Hep (Fig. 4b). This CYP3A4-like activity is comparable to that shown by MHs in culture (Supplementary Fig. 10). The secretion of ALB by HBTOs gradually increased, and a high level of ALB secretion persisted for more than a month (Fig. 4c). Quantitative PCR data pertaining to *Cyp* expression (Supplementary Fig. 11c) and immunofluorescence detecting ALB and CYP3A (Supplementary Fig. 12) indicated that CYP activity and ALB secretion were associated with hepatocytes, but not cholangiocytes, in HBTOs. Hepatocytes in HBTOs also absorbed DiI-AcLDL, a further indication that they were functional (Fig. 4d). The generation of HBTOs promoted hepatic functions and contributed to maintaining these functions for the long term. We consider that the formation of hepatobiliary connections is correlated with improvement of hepatocyte functions, although we cannot exclude a possibility that co-culture conditions may favor the maturation of hepatocytes in HBTOs.

**Fig. 4:**
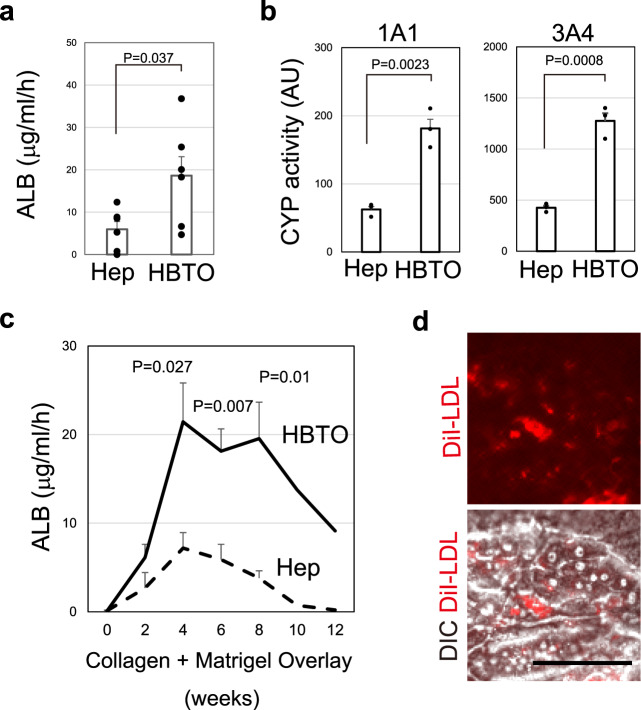
Hepatocytes maintain metabolic functions in HBTO. **a** ALB secretion from hepatocytes and HBTOs. Hepatocytes in HBTOs secrete more ALB than those cultured alone. SHs were plated onto collagen gel with or without cholangiocyte colonies. Culture medium was collected, and ALB concentration was examined by ELISA four weeks after Col-MG overlay. Six wells (*n* = 6) cultured independently were used to determine ALB concentration in the culture medium. Error bars represent SEM. Two-tailed unpaired *t*-tests were performed to compare ALB secretion between HBTO and SHs. **b** Activity of cytochrome P450s in hepatocytes and HBTOs. Hepatocytes in HBTOs show higher levels of CYP1A1, and CYP3A4-like activity than those cultured alone. CYP activities were examined three weeks after Col-MG overlay. The average values of CYP activity measured for three different culture wells (*n* = 3) are shown in the graphs. Assays for the same number of wells were repeated two and three times, independently, for CYP1A1 and CYP3A4, respectively. Error bars represent SEM. Two-tailed unpaired *t*-tests were performed to compare CYP activities between HBTO and SHs. **c** Long-term maintenance of ALB secretion. ALB secretion gradually increases for four weeks after Col-MG overlay. Then, hepatocytes in HBTO maintain ALB secretion at a similar level for the following three to four weeks. ALB secretion was observed for two months for five independent cultures (*n* = 5); average values with SEM at each time point during a two-month period are shown in this figure. Two culture wells were further extended to measure ALB secretion at ten and twelve weeks after Col-MG overlay. Two-tailed unpaired *t*-tests were performed to compare ALB secretion between HBTO and SHs at 4, 6, and 8 weeks after MG-Col gel overlay, **d** Hepatocytes in HBTOs take up low-density lipoprotein (LDL). Hepatocytes in HBTOs can take up DiI-AcLDL in supplemented culture medium. HBTOs were maintained for four weeks and further incubated in the presence of DiI-AcLDL for 1 h. The experiment was repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. A bar represents 100 μm.

### Cholangiocytes maintain secretory functions in the hepatobiliary organoid

Quantitative PCR analysis showed that cholangiocyte markers were expressed in HBTOs (Supplementary Fig. 13a). Immunofluorescence analysis indicated that the cholangiocyte markers, including EZN, CK19, SOX9, and OPN, were expressed in the cholangiocytes comprising HBTOs (Fig. 2 and Supplementary Fig. 4). Rhodamine 123 loaded onto HBTOs four weeks after Col-MG overlay was incorporated into the biliary structure, depending on MDR activity (Supplementary Fig. 13b). In response to forskolin, which increases the level of cAMP, the luminal spaces of the biliary network were expanded (Supplementary Fig. 13c). We also analyzed biliary structures using a transmission electron microscope and found microvilli but no primary cilia on the apical surface (Supplementary Fig. 14). These results indicate that cholangiocytes were functional in the HBTOs.

### SHs is a subfraction of periportal and centrilobular hepatocytes

We established HBTOs using cholangiocytes and SHs. We tested MHs as a source of hepatocytes for HBTOs, but they did not form connections with cholangiocytes as efficiently as SHs (Fig. 5a). As we previously reported^8,9^, SHs express typical hepatocyte markers, including *Hnf4a*, *Cps1*, and *Tdo2* (Supplementary Fig. 15a). 

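Poly(A) RNA from 1 sample of SHs and 1 sample of MHs was sequenced on an Ion Proton system. The methods state that the cells came from 3 healthy adult mice. The methods give an age of 8 to 12 weeks for the mice of the study, whereas the sample labels give 20 weeks. MHs were cleared of dead cells on a Percoll gradient and were not sorted. SHs were sorted by FACS as cells negative for CD31, CD45 and EpCAM and positive for ICAM-1. For each sample, the authors deposited the number of reads counted on each of 43280 gene symbols, without normalization. The methods describe trimming and alignment to the mm10 genome in CLC Genomics Workbench and expression values in RPKM, whereas the deposited values are whole read counts. The methods set a maximum number of hits per read for that alignment. The paper's text does not name the program or the gene annotation behind the whole counts. The library of MHs held 16979136 counted reads, with at least 1 read on 19954 genes, and the library of SHs held 42356444, with at least 1 read on 23512 genes. The 10 genes with the most reads took 21.2% of the reads in MHs and 22.9% in SHs. Counts were scaled to reads per 1000000 counted reads in the same library (RPM), and the log2 ratio of SHs over MHs was computed after 0.5 reads were added to each count. The 95% Clopper-Pearson interval of each ratio came from the share of the gene's reads that belonged to the SH library. There was no replicate of either condition, so the intervals cover counting error only, and the reads carried no molecular identifiers. The comparison is between these 2 libraries and has no replicate check. The smallest level the depth could show, 3 reads, was 0.177 RPM in MHs and 0.0708 in SHs.
The genes of the markers used to sort SHs were examined first. Pecam1, which encodes CD31, had 73 reads in MHs and 8 in SHs. Ptprc, which encodes CD45, had 9 reads in MHs and 5 in SHs. Epcam had 6 reads in MHs and 1 in SHs. Icam1 had 130 reads in MHs and 276 in SHs, a log2 ratio of -0.24 whose interval, -0.54 to 0.08, included 0.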

In order to further clarify the differences between SHs and MHs, gene expression profiles were analyzed using RNA-seq. The two types of hepatocytes showed very similar gene expression profiles, but the expression of *Cyps* was lower in SHs than in MHs (Supplementary Fig. 15b). 

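Across all 43280 genes, RPM values in SHs and MHs had a Pearson's r of 0.969. The r is across genes, which are not independent replicates, and the genes with the most reads weigh most on a linear scale. The alternative that moved r most was Spearman's rho, which was 0.898. Of the 9608 genes with at least 200 reads over both libraries, 98.8% differed by less than 2-fold. Among the 15521 genes with at least 10 reads, 693 were at least 2-fold lower in SHs and 310 were at least 2-fold higher, with an interval wholly on that side of 0. The lower genes included all 26 examined markers of endothelial cells, macrophages and stellate cells with at least 10 reads. Only the SHs were sorted, so not all lower genes need reflect hepatocytes.
Cytochrome P450 genes took 1.84% of the reads in MHs and 1.38% in SHs. Of the 70 Cyp genes with at least 10 reads, 59 had a log2 ratio under 0, and the interval lay wholly under 0 for 47. Their median log2 ratio was -0.39, lower than that of all 10000 random gene lists of the same size matched on mean expression. This percentile describes these libraries. With only the Cyp genes that had at least 1000 reads, the median was -0.32.
The ratio differed between the 5 Cyp genes with the most reads. Cyp3a11 (chromosome 5, 145854426 to 145879964 of mm10) fell from 3623 RPM in MHs to 2630 in SHs, a log2 ratio of -0.46 (95% interval -0.48 to -0.45). Cyp2e1 (chromosome 7, 140763739 to 140774987) fell from 2243 to 606 RPM, a log2 ratio of -1.89 (-1.91 to -1.87). Cyp2d9 and Cyp2d10 had log2 ratios of -0.32 and -0.28. Cyp2f2 (chromosome 7, 27119909 to 27133660) was not lower in SHs, with 2397 RPM in MHs and 2496 in SHs. Cyp7a1 had 453 reads in MHs and 296 in SHs, a log2 ratio of -1.93 (-2.15 to -1.72). Many Cyp genes have close paralogs, so single members are uncertain where the counting split their reads.

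**Figure D1:**
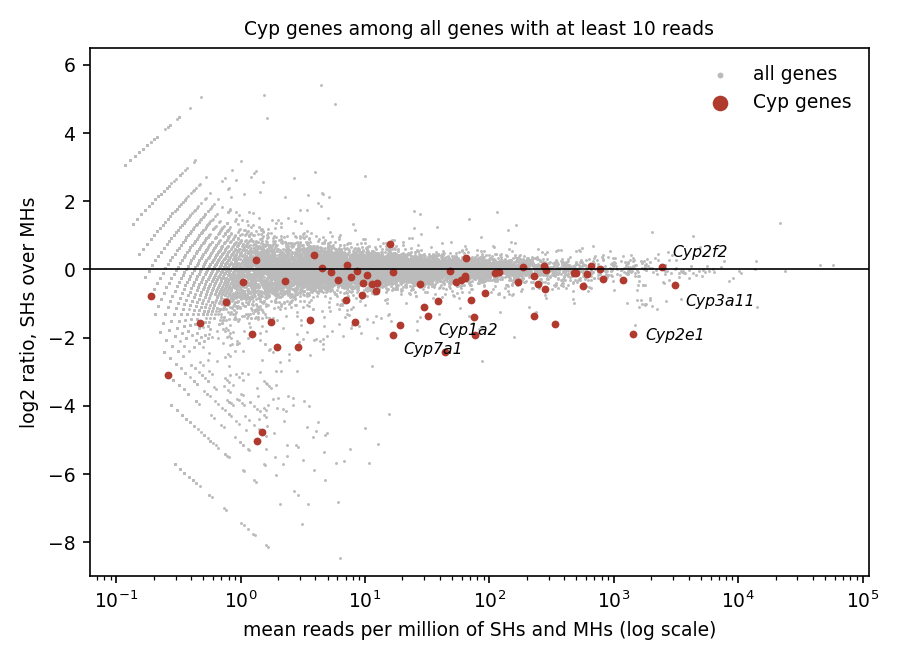
Log2 ratio of SHs over MHs (vertical axis) against mean RPM of both libraries (horizontal axis, log scale) for genes with at least 10 reads. Each point is a gene, and the 70 Cyp genes are in red. Of these, 59 lie under 0, and Cyp2f2 lies just above 0.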

Genes related to the Wnt signaling pathway were expressed at a lower level in SHs than in MHs (Supplementary Fig. 15c). 

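The 21 genes of the heatmap in Supplementary Fig. 15c had a median log2 ratio of -0.64 between SHs and MHs, lower than that of all 10000 random gene lists of the same size matched on mean expression. The paper's heatmap shows these genes from the same libraries, so this percentile is a description and no independent test. The ratio was under 0 for 18 genes, and the 95% interval lay wholly under 0 for 14. The alternative that moved the median most took out Egfr, G6pc, Gls2, Vegfa, Gys1, Gys2 and Cdk1, and gave -1.17 over the other 14 genes. Without Axin2, Lgr5, Glul, Cyp1a2 and Cldn2, which the paper also measured by quantitative PCR, the median of the other 16 genes was -0.23.
Oat (chromosome 7, 132557478 to 132576398 of mm10) fell from 249.5 RPM in MHs to 63.4 in SHs, a log2 ratio of -1.98 (95% interval -2.05 to -1.91). Lect2 had a log2 ratio of -1.78 (-1.94 to -1.61), and Rgn one of -1.26 (-1.31 to -1.21). The ratios of Rnf43 and Znrf3, which encode membrane proteins that act on Wnt receptors, were -0.64 (-0.87 to -0.41) and -0.35 (-0.59 to -0.09). Ctnnb1, which encodes β-catenin, had 203 RPM in MHs and 198 in SHs, and the interval of its log2 ratio, -0.10 to 0.02, included 0. The intervals of Axin1, Vegfa, Gys1 and Cdk1 also included 0, and Cdk1 had only 15 reads in MHs and 23 in SHs. Gls2 was higher in SHs, with a log2 ratio of 0.53 (0.49 to 0.56). Gys2 was also higher in RPM, with a log2 ratio of 0.11 (0.02 to 0.20), but this call depended on the scaling.

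**Figure D2:**
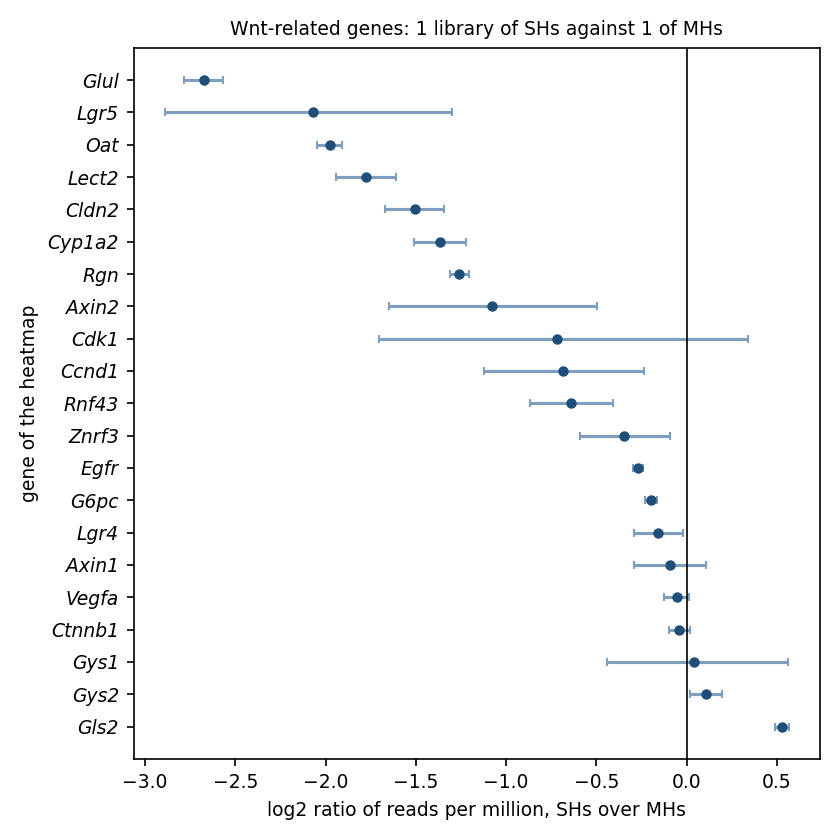
Log2 ratio of RPM in SHs over MHs (horizontal axis) for the 21 genes of the heatmap (vertical axis). Points are the ratios of the single library of each condition, and bars are 95% Clopper-Pearson intervals, which cover counting error only. Of the 21 genes, 14 have a bar wholly under 0, and Gls2 and Gys2 have a bar wholly above 0.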

Hepatocytes can be categorized into three fractions—ZONE1, ZONE2, and ZONE3—depending on their localization on the tissue along the portal vein (PV) to the central vein (CV) axis^18^. Using this categorization, the WNT/β-catenin signal was active in hepatocytes in ZONE3^19,20^. Quantitative PCR analysis further demonstrated that WNT target genes such as *Gs*, *Lgr5*, and *Axin2*, which are strongly expressed in ZONE3 hepatocytes, were only weakly expressed in SHs (Supplementary Fig. 15c). *Cyp3a11* and *1a2* are also highly expressed in ZONE3 hepatocytes^20^. These data strongly suggest that SHs are a subfraction of ZONE1 and ZONE2 hepatocytes. 

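The genes that the paper assigns to ZONE3 were lower in the library of SHs. Glul, which encodes glutamine synthetase (chromosome 1, 153899944 to 153909723 of mm10), had 2540 reads in MHs and 991 in the deeper library of SHs. These were 149.6 and 23.4 RPM, a log2 ratio of -2.68 (95% interval -2.78 to -2.57). Lgr5 (chromosome 10, 115450311 to 115587780) had 39 reads in MHs and 23 in SHs, and its log2 ratio of -2.07 had a wide interval of -2.89 to -1.30. Axin2 (chromosome 11, 108920349 to 108950783) had 49 reads in MHs and 58 in SHs, a log2 ratio of -1.08 (-1.65 to -0.50). The intervals of Lgr5 and Axin2 overlapped, and the difference between their ratios was not tested. Cyp1a2 (chromosome 9, 57676937 to 57683703) fell from 46.1 to 17.9 RPM, a log2 ratio of -1.37 (-1.51 to -1.22). All these genes had reads in SHs, above the floor of 3 reads.
The paper reasons that Wnt/β-catenin signaling is active in ZONE3, and that the Wnt target genes Glul, Lgr5 and Axin2 as well as Cyp3a11 and Cyp1a2 are expressed strongly there. From their lower expression in SHs, by RNA-seq and by quantitative PCR, the paper proposes that SHs are a subfraction of the hepatocytes of ZONE1 and ZONE2.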

To investigate any correlation between the localization of SHs and their capability for establishing hepatobiliary connections with cholangiocytes, we tried to establish a protocol separating hepatocytes in ZONE1 and ZONE2 from hepatocytes in ZONE3 and applied fractionated hepatocytes to an HBTO culture.

**Fig. 5:**
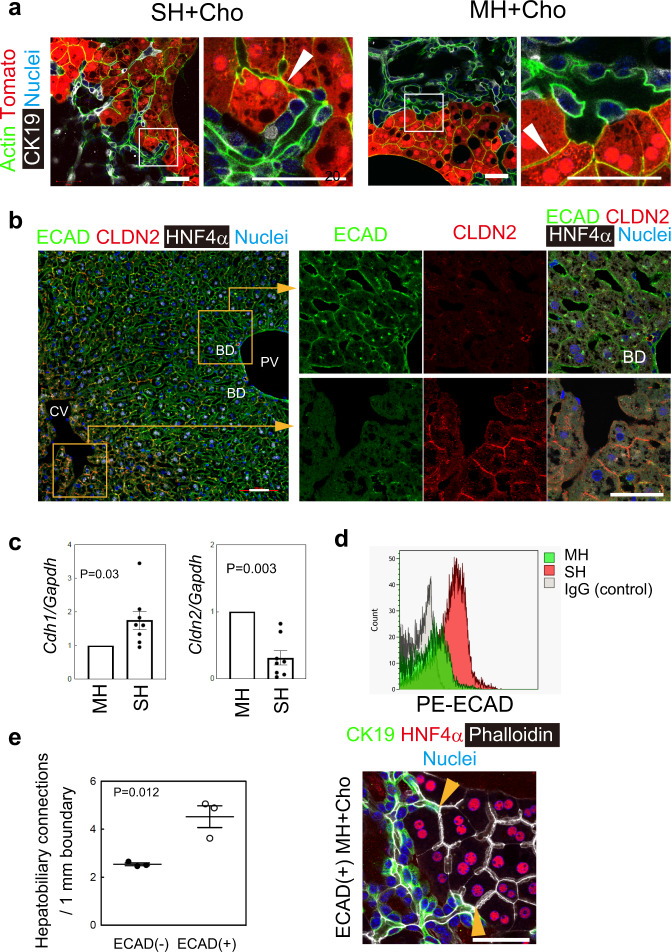
ECAD^+^ hepatocytes form hepatobiliary junctions with cholangiocytes. **a**. SHs, but not MHs, efficiently form hepatobiliary connections with cholangiocytes at their boundaries. Both SHs and MHs form BCs (arrowheads) in coculture with cholangiocytes (Cho). However, the BCs of tdTomato^+^ SHs connect to CK19^+^ BD, whereas BCs of MHs do not connect to BD. The immunostaining with phalloidin (green), anti-CK19 antibody (white), and Hoechst 33342 (blue) was repeated three times independently. Three fields were examined in each sample and the representative images are shown in this figure. Boxes in left-side panels of SH + Cho and MH + Cho are enlarged in the right-side panels, respectively. Bars represent 50 μm. **b**. ECAD is expressed in ZONE1&2 and CLDN2 in ZONE3 hepatocytes in the adult liver. Hepatocytes in ZONE1&2 near the PV are ECAD^+^CLDN2^−^ (upper right panels), whereas those in ZONE3 near the CV are ECAD^−^CLDN2^+^ (lower right panels). An adult liver section was stained with anti-ECAD (green), anti-CLDN2 (red), and anti-HNF4α (white) antibodies. Nuclei were counterstained with Hoechst 33342 (blue). The immunostaining with anti-ECAD, anti-CLDN2, HNF4α antibodies, and Hoechst 33342 was repeated on sections prepared from two different mice. Three fields were examined in each section and the representative images are shown in this figure. Boxes in the left panel are enlarged in the right panels. Bars represent 50 μm. **c**. SHs express more *Cdh1* and less *Cldn2* than MHs. *Cdh1/Ecad* is higher in SHs than in MHs. qPCR analysis shows that *Cldn2* is expressed at a lower level in SHs than in MHs. MHs and SHs were isolated from the same mouse eight times independently and used for qPCR analysis (*n* = 8). Bars represent SEM. Two-tailed paired *t*-tests were performed to compare gene expression between MHs and SHs. **d**. ECAD expression patterns are different in SHs and MHs. FACS analysis shows that all SHs are ECAD^+^, whereas MHs consist of both ECAD^−^ and ECAD^+^ cells. MHs and SHs were incubated with PE-conjugated anti-ECAD antibody, and ECAD expression was examined using a FACSAria equipped with a green laser. The FACS plot is representative of two independent analyses. The gating for analysis of ECAD expression in SHs and MHs is shown in Supplementary Fig. 16. **e**. ECAD^+^ MHs form hepatobiliary junctions. ECAD^+^ MHs form hepatobiliary junctions with cholangiocytes more efficiently than ECAD^−^ MHs. Co-culture and immunostaining with anti-CK19 antibody (green), anti-HNF4α antibody (red), phalloidin (white), and Hoechst 33342 (blue) were repeated three times (*n* = 3). Each dot in the graph represents the average value of hepatobiliary connections counted in three to four areas in each culture sample. Unpaired two-tailed *t*-tests were performed using Microsoft Excel. Bars represent SEM. The right panel shows the representative image of three independent experiments. Scale bar represents 50 μm.

Membrane proteins are useful for distinguishing between the different cellular populations. In the liver, E-cadherin (ECAD) is expressed in ZONE1 and ZONE2 hepatocytes, and claudin-2 (CLDN2) is expressed in ZONE3 hepatocytes (Fig. 5b). Consistent with the RNA sequence data, which indicated that SHs were in ZONE1 and ZONE2, SHs expressed more *Ecad*/*Cdh1* and less *Cldn2* than MHs (Fig. 5c). FACS analysis further demonstrated that SHs are strongly positive for ECAD, whereas MHs contain both ECAD^+^ and ECAD^−^ cells (Supplementary Fig. 16 and Fig. 5d). ECAD^+^ MHs generated hepatobiliary connections with cholangiocytes more efficiently than did ECAD^−^ MHs (Fig. 5e). These results indicate that MHs in ZONE1 and ZONE 2, and SHs, which share the cellular characteristics of strong ECAD expression, can be involved in hepatobiliary connections with cholangiocytes.

### Generation of hybrid HBTOs containing human hepatocytes

For pharmaceutical and clinical applications, human hepatocytes must be introduced into liver organoids. To this end, we co-cultured human reprogramming hepatocytes (hCLiP), which can robustly differentiate to form functional hepatocytes in vitro^21^, with mouse cholangiocytes. When hCLiP were cultured alone, they differentiated into hepatocytes morphologically similar to MHs but did not form BC-like structures (two left panels of Fig. 6a). In co-culture with tdTomato^+^ mouse cholangiocytes, BC-like structures were evident (two right panels of Fig. 6a). Immunofluorescence analysis demonstrated that the BC-like structure (the upper right panels of Fig. 6b) was connected to the biliary structure (the lower right panels) via a lumen consisting of hepatocytes and cholangiocytes (the middle right panels). The efficiency of the formation of hepatobiliary connections between hCLiPs and mouse cholangiocytes was 2.1 ± 0.1 per 1 mm of the boundary (Supplementary Fig. 17). When CLF was added to the medium, it accumulated in the luminal space, which consisted of tdTomato^+^ cholangiocytes (Fig. 6c), indicating that human hepatocytes and mouse cholangiocytes can establish functional connections.

**Fig. 6:**
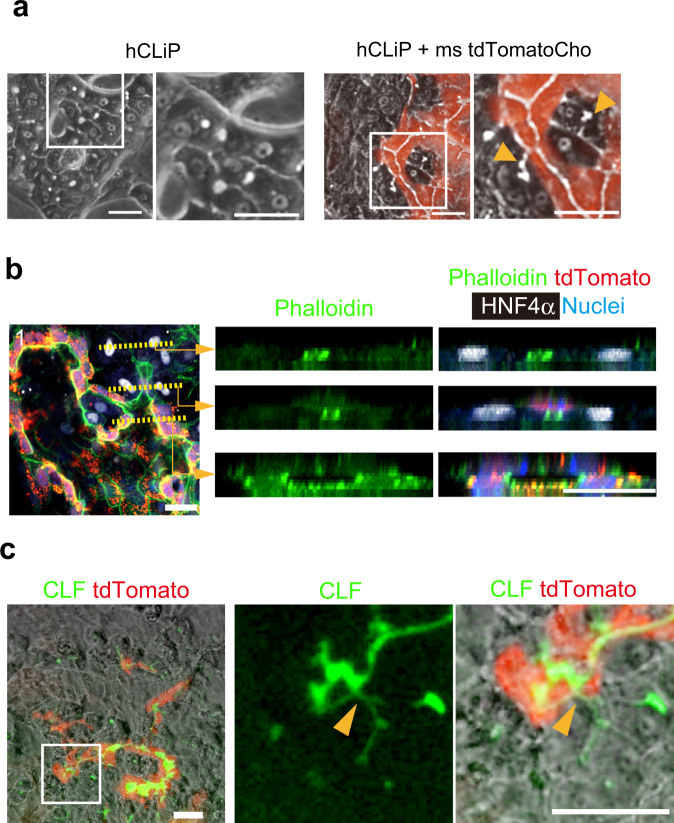
Human hepatocytes and mouse cholangiocytes form hybrid HBTOs. **a** hCLiP forms bile canaliculi in co-culture with cholangiocytes. Bile canaliculi formed in co-culture are indicated by arrowheads. hCLiP and mouse tdTomato^+^ cholangiocytes (Cho) were co-cultured to induce human-mouse hybrid HBTOs. Coculture was repeated four times. Three fields were examined in each well and the representative images are shown in this figure. Boxes are enlarged in the neighboring panels. Bars represent 40 μm. **b** Hepatobiliary junction in a hybrid HBTO. Optical cross-sections along broken lines in the left panel are shown in the right panels. The bile canaliculi in an HNF4α^+^ hepatocyte cluster (upper right panels) is connected to the lumen of a tdTomato^+^ mouse biliary structure (lower right panels) via the luminal structure surrounded by HNF4α^+^ hepatocytes and tdTomato^+^ mouse cholangiocytes (middle right panels). The immunostaining with phalloidin (green), anti-HNF4α antibody (white), and Hoechst 33342 (blue) was repeated four times independently. Four fields were examined in each sample. Three out of sixteen filed were further analyzed to collect serial optical sections for 3D reconstruction. The representative images are shown in this figure. Bars represent 20 μm. **c** Hybrid HBTOs take up CLF and transport it to the biliary tissue. CLF taken up by hCLiP is transported to the biliary tissue consisting of tdTomato^+^ mouse cholangiocytes. The hepatobiliary connection is indicated by arrowheads. Experiments were repeated twice, independently. Four different fields were examined in each sample and the representative images are shown in this figure. The box in the left panel is enlarged in the middle and right panels. Bars represent 50 μm.

## Discussion

To maintain healthy functional hepatocytes in vitro or in vivo, liver tissue must be equipped with a bile excretion system. In this report, we present HBTO, a hepatobiliary organoid, in which the BC network of hepatocytes connects to the biliary network. The hepatobiliary connection greatly contributes to the long-term maintenance of functional hepatocytes.

To reproduce in vivo liver functions, in particular, the transport of metabolites produced by hepatocytes, the liver tissue architecture should be implemented ex vivo. Liver organoids containing hepatocytes and cholangiocytes have been generated by applying a combination of cytokines and growth factors, mimicking the developmental processes, to cultures of iPS, ES cells, or fetal liver stem/progenitors. However, the functions of these hepatocytes are not comparable to those of MHs, and the formation of the hepatobiliary connection remains unclear^22,23^. Among those challenges, Ramli et al. established a liver organoid associated with biliary cysts^24^. They demonstrated that bile acid analog taken up by induced hepatocytes eventually accumulated in the cystic structures, although it is not clear how BCs and biliary lumen are connected. It is still difficult to confer mature hepatic functions on induced hepatocytes. In contrast to previous reports^22–24^, we used cholangiocytes and committed progenitors for hepatocytes to generate hepatobiliary organoids. Hepatocyte progenitors mature structurally and functionally in HBTOs in a similar way as MHs, and the apical domain of hepatocytes and cholangiocytes cooperatively construct the hepatobiliary connection. Thus, we have successfully constructed a hepatobiliary tissue structure ex vivo and showed that hepatocyte metabolites are transported from the BCs to BDs in HBTOs.

As part of the process of determining the culture conditions, we first cultured SHs on 2, 4, and 6 mg/ml type I collagen gel, and found ALB secretion was highest in culture using 4 mg/ml collagen gel. Therefore, we chose to use 4 mg/ml type I collagen as the bottom layer in HBTO culture. We counted hepatobiliary connections under a phase-contrast microscope and found that the largest number of connections was made when we used a collagen gel containing 20% MG as the top layer in HBTO culture, compared with collagen or MG alone.

The sequential plating of SHs and cholangiocytes, and the spontaneous induction of BD and BC morphogenesis, are key to establishing HBTOs. We generally analyzed the structures and functions of HBTO three to four weeks after inducing morphogenesis, since at that time the hepatocytes had become functionally mature, as judged by ALB secretion. No cell death in HBTOs was detected three weeks after Col-MG overlay (Supplementary Fig. 18a), but it was induced by hepatotoxin, and the activity of a hepatocyte-specific enzyme, alkaline phosphatase, was detected in the culture medium (Supplementary Fig. 18b). To gain more insight into the way in which hepatobiliary connections are established in HBTOs, we also performed immunofluorescence analysis one week after Col-MG overlay and found that hepatocytes and cholangiocytes had formed junctional structures by this time (Supplementary Fig. 19a). The nascent BC in the HNF4α^+^ hepatocyte cluster (a white arrowhead) had already connected to the CK19^+^ biliary structure (a yellow arrowhead), and the number of connections did not increase significantly beyond one week (Supplementary Fig. 19b). Comparing HBTOs at one week with those at four weeks, it was evident that the BC network continued to extend for at least four weeks (Supplementary Fig. 19b). This process is probably similar to hepatobiliary morphogenesis in vivo. At embryonic day 17 (E17) (Supplementary Fig. 19c), the hepatobiliary connections already exist (yellow arrowheads), although the BC network is still discontinuous (white arrowheads). In the adult liver, the BC eventually forms a continuous network, and the hepatobiliary system is established (Supplementary Fig. 19c)^25^. Therefore, HBTO could be useful for analyzing the process and regulatory mechanisms of hepatobiliary morphogenesis in vitro.

Recent reports have indicated that hepatocytes consist of several fractions of cells: SOX9^+^ hybrid hepatocytes^26^ and Mfsd2a^+^ exist near the PV^27^, whereas AXIN2^+^ hepatocytes are next to the CV^28^. In addition to these subpopulations, our gene expression analysis suggested that SHs are a subfraction of hepatocytes in ZONE1 and ZONE2 (Supplementary Fig. 15). Currently, the relationship between SHs and the previously reported hepatocyte subpopulations such as SOX9^+^, Mfsd2a^+^, and AXIN2^+^ cells, remains unclear, although SHs express less Axin2 than MHs, consistent with the localization of SHs in ZONE1 and ZONE2, but not in ZONE3.

As is characteristic of hepatocytes in ZONE1 and ZONE2, SHs are ECAD^+^. This status may be crucial for generating hepatobiliary connections with ECAD^+^ cholangiocytes (Supplementary Fig. 20), given that cadherin proteins form homophilic interactions. SHs showed a higher proliferative capability than MHs, an ability that may assist in the establishment of numerous contacts with cholangiocytes in co-culture before the induction of hepatobiliary morphogenesis. SHs expressed lower levels of *Cyps* than MHs, and this characteristic was retained in HBTOs, as judged by the relatively low levels of *Cyp3a11* and *2e1* (Supplementary Fig. 11). However, HBTOs derived from SHs showed CYP3A4-like activity comparable to that of primary MHs, suggesting that SHs are mature in HBTOs (Supplementary Fig. 10). Therefore, we consider that SHs are currently the preferred source of hepatocytes for generating HBTOs. We found that epithelial cells of pancreatic ducts establish a continuous luminal network with SHs, although we have not confirmed whether the connection is functional by examining the transport of fluorescent dye or hepatocyte metabolites. Pancreatic duct cells forming colonies on collagen gel were ECAD^+^ (Supplementary Fig. 21). This result shows a possibility that our culture methods might be applicable to connect a range of different epithelial tissues, other than hepatocyte clusters and biliary tubules, ex vivo.

Liver transplantation is a curative therapy for fatal liver diseases. However, because of a shortage of donors, the development of new therapies is important, and hepatocyte transplantation has been considered as an alternative. Hepatocytes and hepatocyte-like cells derived from intrinsic and extrinsic stem/progenitor cells can repopulate the recipient liver in mouse and rat models^29,30^. In those experimental models, however, the proliferation of residual hepatocytes must be genetically or pharmacologically suppressed, to allow transplanted cells to proliferate and become engrafted within the recipients’ liver tissue. Such pharmacological suppression cannot be used in human patients. Liver organoids such as HBTOs may have advantages over hepatocytes; since HBTOs already contain clusters of functional hepatocytes, they do not have to expand in the recipient’s liver. HBTOs also contain a bile excretion system, which helps hepatocytes maintain their functions in the long term, without being affected by excess accumulation of cytotoxic bile. In the future, it will be necessary to explore a method for introducing liver organoids into a recipient’s liver and to develop techniques for connecting the biliary tissue in HBTOs to the BDs of recipients, to secure permanent bile drainage.

In this work, we established a hepatobiliary organoid called an HBTO, in which the BC network in hepatocyte clusters is functionally connected to the biliary network. This hepatobiliary organoid paves the way for the generation of a system for directly monitoring the flux of hepatocyte metabolites within the liver tissue ex vivo. By exploring ways to collect hepatocyte metabolites from biliary tissue, an assay system for drug metabolism could be established. HBTOs containing human hepatocytes such as hCLiPs are useful for research into liver injuries and the development of new drugs. Our results provide a basic concept, and a system, for generating functional liver tissue ex vivo.

## Methods

### Mice

C57BL6 mice were purchased from Sankyo Labo Service Corporation, Inc. (Tokyo, Japan). CAG-Cre:ROSA-LSL-tdTomato mice were obtained by crossing B6.Cg-Tg(CAG-Cre)CZ-MO2Osb (CAG-Cre) mice from Riken BRC^31^ with B6.Cg-Gt(ROSA)26Sortm(CAG-tdTomato)Hze/J (ROSA-LSL-tdTomato) mice (The Jackson Laboratory, Bar Harbor, ME). Eight to twelve-week-old mice were used for cell isolation. Mice were maintained in the SPF animal facility of the Sapporo Medical University, where light/dark cycle, ambient temperature, and humidity are maintained 12 h, 23 ± 2 °C, and 40%, respectively. All animal experiments were approved by the Sapporo Medical University Institutional Animal Care and Use Committee and were conducted according to institutional guidelines for ethical animal use.

### Culture materials

High concentration type I collagen, and growth factor reduced Matrigel (MG) were purchased from Corning (Corning, NY). Epidermal growth factor (EGF) and hepatocyte growth factor (HGF) were purchased from Corning. Oncostatin M (OSM) was purchased from R&D Systems (Minneapolis, MN). Tissue culture plates (24-well) were purchased from Greiner Bio-One (Kremsmünster, Austria). DMEM/F-12 medium (Sigma-Aldrich, St. Louis, MO) supplemented with 10% FBS (MP Biomedicals, Santa Ana, CA), 10 mM nicotinamide (Sigma-Aldrich), 1 × 10^−7^ M dexamethasone (Dex, Sigma-Aldrich), and 1× ITS (Gibco, Grand Island, NY) was used as the basic medium. The growth medium was prepared by adding 5 ng/ml EGF and 5 ng/ml HGF to the basic medium. The differentiation medium was prepared by adding 1% DMSO (Sigma-Aldrich) to the basic medium.

### Cell Isolation

To isolate hepatocytes and cholangiocytes from adult mouse liver, two-step collagenase perfusion was performed, as previously reported^9,10^. Briefly, a butterfly needle was inserted into the portal vein and then 25 ml of pre-perfusion solution was injected by using a peristaltic pump at 6 ml/min. Then, the liver was perfused with the perfusion solution containing collagenase by using a peristaltic pump at 3 ml/min. MHs and SHs were obtained from digested tissue, and undigested tissue was kept for isolating cholangiocytes. After collagenase perfusion, the cell suspension was centrifuged at 50 × *g* for 1 min. The pellet was suspended in Hanks’ balanced salt solution, mixed with Percoll (Sigma-Aldrich), and centrifuged at 50 × *g* for 15 min to eliminate dead cells, yielding MHs. The supernatant collected after centrifugation at 50 × *g* was further centrifuged at 115 × *g* for 3 min. The pellet was suspended in Hanks’ balanced salt solution, mixed with Percoll, and centrifuged at 180 × *g* for 15 min to eliminate dead cells, yielding SHs. For RNA seq and quantitative PCR analyses, SHs were further purified as CD31^−^CD45^−^EpCAM^−^ICAM-1^+^ cells by FACSAriaII^9^. The residual tissue after collagenase perfusion was further digested with collagenase/hyaluronidase solution. Liberated cells were used for isolating cholangiocytes, based on the expression of EpCAM, by a magnetic cell sorter (Miltenyi Biotec, Bergisch Gladbach, Germany).

### Induction of the HBTOs

A step-by-step protocol describing induction of the HBTO can be found at Protocol Exchange^32^. Cholangiocytes were resuspended in the growth medium and plated in 24-well plates coated with 200 μl of 4 mg/ml type I collagen gel prepared from high concentration type I collagen (Corning) at a density of 50,000 cells/well. Five days after plating, SHs were added to each well at a density of 50,000 cells/well. Following a further two days of incubation, the medium was replaced with differentiation medium supplemented with 10 ng/ml OSM and then overlaid with collagen gel containing 20% MG (Col-MG), which was prepared by mixing 2 mg/ml type I collagen gel and MG (v/v = 4:1) on ice. The plate was incubated at 37 °C for 3–4 h to form a gel, and then the differentiation medium was added. Culture medium was replaced with fresh medium every four days.

### Immunostaining and confocal imaging

A sandwich culture was fixed in PBS containing 4% paraformaldehyde at 4 °C for 30 min with gentle shaking. After washing with PBS, the samples were permeabilized in PBS containing 1% Triton X-100 at room temperature for 30 min. After blocking in Block ACE (KAC Co., Ltd., Kyoto, Japan) containing 0.1% Triton X-100, the samples were incubated with primary antibodies and then dye-conjugated secondary antibodies were applied. Nuclei were counterstained with Hoechst33342. The primary and secondary antibodies used for immunostaining are listed in Supplementary Tables 2 and 3. Images were acquired using Zeiss LSM780 confocal laser scanning microscopes with ZEN software (Carl Zeiss, Jena, Germany) and Olympus FV3000 microscopes with FV31S-SW software (Olympus, Tokyo, Japan). Surface models of 3D reconstructed images were generated on Imaris ver.9 (Carl Zeiss).

### Identification and quantification of the hepatobiliary connections in HBTOs

HBTOs were stained with phalloidin, anti-CK19, and anti-HNF4α antibodies, and then the phalloidin (+) luminal structures connecting CK19(+) ducts with HNF4α(+) hepatocyte clusters were counted. The same images were used to measure the boundaries between hepatocyte clusters and the biliary tissue, using Olympus cellSens software. For this analysis, HBTO culture in one well of the 24-well plate was repeated five times, independently (*n* = 5). The number of hepatobiliary connections was examined in more than eight different fields in each culture well. Dot plots were generated on GraphPad Prism ver. 5 (GraphPad, San Diego, CA).

### Examination of lineage plasticity of hepatocytes and cholangiocytes in HBTO

tdTomato^+^ SHs and wild-type cholangiocytes, or wild-type SHs and tdTomato^+^ cholangiocytes were used for inducing HBTO. Both Wt SH and tdTomato^+^ cholangiocyte and tdTomato^+^ SH and Wt cholangiocyte culture was repeated three times, independently. After a month of co-culture, samples were stained with anti-HNF4α and phalloidin or anti-CK19 and phalloidin. Images were taken for two different areas in each sample to count tdTomato^+^ cells. For co-culture of tdTomato^+^ SHs and wild-type cholangiocytes, CK19 was used to find tdTomato^+^CK19^+^ cells, which suggest hepatocyte-to-cholangiocyte conversion proceeds in HBTO. For co-culture of wild type SH and tdTomato^+^ cholangiocytes, HNF4α was used to find tdTomato^+^HNF4α^+^ cells, which suggest cholangiocyte to hepatocyte conversion proceeds in HBTO. In total, 590 and 280 tdTomato^+^ cells were examined to detect tdTomato^+^HNF4α^+^ and tdTomato^+^CK19^+^ cells, respectively.

### Uptake of chloromethyl fluorescein diacetate (CMFDA) and cholyl-lysine fluorescein (CLF)

Three to four weeks after Col-MG overlay, the medium was replaced with a differentiation medium containing 1 μg/ml CMFDA (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) or 1 μg/ml CLF (Corning). The wells were washed with the differentiation medium five times, after 10 min incubation with CMFDA and 30 min incubation with CLF. Images were taken with an Olympus fluorescence microscope. Three to four areas per well were selected, and the transport of CMFDA and CLF was examined by taking fluorescence and phase-contrast images at different time points. Experiments were repeated three times (*n* = 3). Representative images are shown in Fig. 3. For quantification of CLF transport, BD areas were cropped using Photoshop (Adobe Systems, San Jose, CA) and the fluorescence intensity in the area was quantified using Image J ver. 1.48^33^. The results are shown in Supplementary Fig. 9. In addition to taking time courses of CLF transport, uptake of CLF during 12 h was examined three times, independently. In those experiments, CLF was detected in BCs and in the BDs connecting to the BCs.

### Detection of bilirubin in the organoids

Ten mg of bilirubin (Kanto Chemicals, Tokyo, Japan) was dissolved in 0.1 ml of DMSO. Then 200 μl of 0.1 M Na_2_CO_3_, 500 μl of FBS, 20 μl of 0.1 N HCl, and 180 μl of distilled water were added. The solution was diluted ten-fold with DMSO. The bilirubin solution was further diluted 100-fold with culture medium, to produce a 10 μg/ml bilirubin solution, which was then filtered using a pore size of 0.22 μm^34^. HBTOs were incubated with a medium containing 10 μg/ml bilirubin for five days. Hall’s method^35^ was used for the histochemical staining of bilirubin. The organoids were washed with PBS and fixed with 10% buffered neutral formalin for 5 min at room temperature, and then washed twice with distilled water. Fouchet’s reagent, containing 22.5% trichloroacetic acid and 1% ferric chloride, was added, and the mixture was incubated at room temperature for 5–15 min until green biliverdin was detected in the luminal networks of the organoids. Bilirubin detection was repeated three times (*n* = 3) three or four weeks after Col-MG overlay. A representative image is shown in Fig. 3.

### ALB ELISA

Sandwich ELISA using goat anti-mouse ALB (Bethyl Laboratories, Montgomery, TX) and HRP-conjugated anti-mouse ALB antibodies (Bethyl Laboratories) was performed to measure ALB in the culture medium. Signal was detected using o-Phenylenediamine (OPD) (Sigma-Aldrich) and measured on an 800TS absorbance reader (BioTek, Winooski, VT). The HBTOs were kept for two to three months, and the ALB concentration in the culture medium was measured using ELISA every two weeks after Col-MG overlay. The long-term culture in one well of 24 well plates for eight weeks after Col-MG overlay was repeated five times (*n* = 5). Two out of five cultures were extended for additional four weeks. As a control, SHs were plated onto collagen gel in 24-well plates at a density of 5 × 10^4^ cells/well and overlaid with Col-MG. In addition to five culture wells, one more well was used to determine ALB concentration in the culture medium four weeks after Col-MG overlay (*n* = 6).

### CYP activity

CYP activity was measured using Glo-CYP3A4-Assay and Glo-CYP1B1-Assay (Promega, Madison, WI). The latter can be used to detect both CYP1A1 and 1B1. However, since the liver expresses CYP1A1 but not CYP1B1, the substrate provided in Glo-CYP1B1-Assay is specifically metabolized by CYP1A1 in hepatocytes. The substrate was added to the culture medium at the concentration shown in the protocol and incubated for one and three hours to measure CYP3A4-like activity and CYP1A1 activity, respectively. Luminescence was measured on Infinite M1000 Pro (Tecan Group Ltd., Männedorf, Switzerland). CYP1A1 and CYP3A4-like activities shown in Fig. 4 were sequentially assessed in three wells (*n* = 3) of an HBTO culture. One culture with three wells was repeated for measuring CYP1A1, and two more were repeated to measure CYP3A4-like activity. As a control, SHs alone were cultured in the same sandwich culture condition as HBTOs, and the CYP activity was examined. The CYP activities shown in Fig. 4 were normalized to the genomic DNA of hepatocytes. To quantify the genomic DNA of hepatocytes in HBTOs, tdTomato SHs were co-cultured with wild-type cholangiocytes. Genomic DNA was extracted using Nucleospin tissue (Takara Bio Inc., Shiga, Japan) and used for quantitative PCR detecting sequence of tdTomato. The primers used for PCR are shown in Supplementary Table 4. A standard curve was generated using differently diluted genomic DNA of tdTomato MHs, whose concentrations were measured on a Nanodrop (Thermofisher Scientific). The genomic DNA content of each sample was calculated from the threshold cycle (Ct) of the tdTomato signal based on the following formula.

$${\rm{DNA}}\,{({\rm{ng}}/{\rm{\mu }}{\rm{l}})={\rm{2E}}+{\rm{22Ct}}}^{-14.62}$$

### Culture of MHs

MHs were isolated from the mouse liver by two-step collagenase perfusion. They were plated in a 24-well plate coated with type I collagen at the density of 1 × 10^5^ cells/well. The CYP3A4-like activity was measured at one and five days after plating. MH culture and the assay for CYP activity were repeated twice. The average values of three wells in a representative culture are shown in Supplementary Fig. 10.

### Uptake of low-density lipoprotein

Four weeks after Col-MG overlay, HBTOs were incubated with the growth medium containing 2 μg/ml DiI-acetylated low-density lipoprotein (LDL) (Alpha Acer, Havehill, MA) for 1 h. Wells were washed with the growth medium twice, and images were taken with an Olympus fluorescence microscope. The uptake of LDL was examined twice (*n* = 2) and representative images are shown in Fig. 4.

### RNA sequence analysis

SHs and MHs were isolated from three healthy adult mice. SHs were further purified as CD31^−^CD45^−^EpCAM^−^ICAM-1^+^ cells by FACSAriaII^9^ (BD biosciences, San Jose, CA). Total RNA was extracted using the RNeasy Mini kit (Qiagen). Poly(A) RNAs were purified and cDNA libraries were constructed using Ion Total RNA-Seq Kit v2 (Thermo Fisher Scientific). RNA sequencing was performed on an Ion Proton system (Thermo Fisher Scientific). RNA-Seq data were analyzed using CLC Genomics Workbench (Qiagen Bioinformatics) to identify the differentially expressed genes. The raw transcriptome data were trimmed with quality scores limit set to 0.01, and the ambiguous limit set to 2. Trimmed reads of cDNA libraries were then aligned to the *Mus musculus* genome downloaded from the NCBI database (mm10) with the following parameters:(1) the maximum number of allowed mismatches was 2;(2) minimum length fraction was set at 0.8;(3) minimum similarity fraction was set at 0.8; and (4) the maximum number of hits per read was 10. Gene expression values were reported as RPKM (Reads Per Kilobase of exon per Million mapped reads) using the CLC transcriptomic analysis module. RNAseq analysis was performed on a set of SHs and MHs. Therefore, we confirmed the results by quantitative PCR.

### Quantitative PCR

MHs and SHs were isolated as described above in “Cell Isolation.” Total RNA was extracted using an RNeasy mini kit according to the manufacture’s protocol (Qiagen, Hilden, Germany). RNA was quantified on a Nanodrop (Thermo Fisher Scientific, Waltham, MA) and 50 ng of total RNA was used to synthesize cDNA using a PrimeScript 1^st^ strand cDNA synthesis kit (Takara Bio Inc.). Quantitative PCR was performed using an ABI PRISM 7500 (Thermo Fisher Scientific) with the primers listed in Supplementary Table 4. Taqman gene expression assays for *Cps1*, *Hnf4a*, and *Hprt* (Thermo Fisher Scientific) were used for quantifying the expression of *Cps1* and *Hnf4a*. Isolation of MHs and SHs from a mouse was repeated eight times, independently. The expression levels were first normalized against those of *Gapdh or Hprt1*. The expression values in SHs were divided by those in MHs isolated from the same mouse and then used for statistical analysis. Expressions of *Cdh1* and *Cldn2* were examined using 8 sets of SHs and MHs (*n* = 8) (Fig. 5), whereas those of other genes were using 4 sets of cells (*n* = 4) (Supplementary Fig. 15).

For analyzing the expression of cholangiocyte markers in HBTOs, a gel containing HBTOs was transferred from one well of a 24 well plate to a 2 ml tube, added with 500 μl of lysis solution, and then homogenized. Cholangiocytes cultured in the same condition as HBTOs was used as the control. Cultures and quantitative PCR were repeated four times independently (*n* = 4).

### Cell isolation from HBTO

HBTOs were generated in a 12 well plate. Gels containing HBTOs were transferred from three wells into a 15 ml tube. Two ml of Cell Recovery Solution (BD biosciences) was added and incubated for 30 min on ice. Gels were broken down by pipetting and added with 8 ml of culture medium. After centrifugation for 4 min at 150 × *g*, the pellet was resuspended in 2 ml PBS containing Liberase TM (Roche) and incubated at 37 °C for 15 min. Gels were dissolved by further pipetting and centrifuged for 4 min at 150 × *g*. Cells were incubated with APC-conjugated anti-EpCAM antibody. EpCAM(−) and (+) cells were isolated on a MoFlow (Beckman coulter, Brea, CA). Cell isolation was repeated twice and the isolated cells were used for quantitative PCR.

### Uptake of Rho123 to the biliary tissue in HBTO

HBTOs cultured for four weeks after Col-MG overlay was further incubated with a medium containing 10 μM Rho123 (FUJIFILM Wako Pure Chemical Corporation) for 30 min with or without 10 μM verapamil (Sigma-Aldrich). Wells were washed with medium five times, and images were taken on a fluorescence microscope.

### Effect of Forskolin on the biliary tissue in HBTO

HBTOs cultured for four weeks after Col-MG overlay was further incubated in the presence of 10 μM Forskolin (FUJIFILM Wako Pure Chemical Corporation). Images were taken at 0 and 1 h after Forskolin treatment. To estimate the lumen expansion, the luminal areas with bright color were extracted using ImageJ ver. 1.48 and quantified.

### Transmission electron microscopy (TEM)

The cells were fixed with phosphate-buffered saline (PBS) containing 2.5% glutaraldehyde at 4 °C for 10 min. After washing in 0.1 M PBS, the sample was incubated in PBS containing 1% OsO_4_ and 1.5% potassium ferrocyanide for two hours. The cells were dehydrated by incubating through a concentration gradient of ethanol increasing up to 100%. The dehydrated samples were immersed in propylene oxide and then embedded in Epon (FUJIFILM Wako Pure Chemical Corporation). TEM samples were prepared from two independent culture samples. The samples were examined by using a transmission electron microscope (H7650; Hitachi, Tokyo, Japan).

### Separation of ECAD(+) MHs

MHs were incubated with PE-conjugated anti-ECAD antibody (BioLegend) and propidium iodide (PI) (Dojindo Laboratories, Kumamoto, Japan). After selecting live cells by gating PI (−) cells, ECAD(−), and (+) MHs were isolated using FACSAria II. Five days before cell isolation, cholangiocytes were plated on type I collagen gel. Isolated MHs were plated onto collagen gel containing cholangiocyte colonies. Cell isolation and co-culture using ECAD(−) or ECAD(+) MHs in one well of a 24-well plate was repeated three times (*n* = 3). The number of hepatobiliary connections was counted in three to four areas in each culture well, after staining with antibodies against HNF4α and CK19, phalloidin, and Hoechst 33342.

### Culture of human reprogramming hepatocytes

Human reprogramming hepatocytes (hCLiPs) were generated from primary human hepatocytes, as previously reported^22^. For inducing hybrid HBTO, mouse cholangiocytes isolated from tdTomato mice were plated on type I collagen gel. On the same day, a frozen stock of hCLiP was thawed and the hCLiPs were kept on dishes coated with type I collagen. On day 5, hCLiPs were treated with trypsin-EDTA and, after centrifugation, the cells were plated onto collagen gel, where cholangiocytes formed colonies. Two days after the hCLiPs were plated, 10 ng/ml human OSM was added to the culture, followed by an overlay of collagen gel containing 40% MG. The co-culture was repeated four times (*n* = 4). Representative data are shown in Fig. 6. The number of hepatobiliary connections was counted in four to seven areas in each culture well, after staining with antibodies against HNF4α and CK19, phalloidin, and Hoechst 33342.

### Isolation and culture of pancreatic duct cells

Pancreatic duct cells were isolated from the mouse adult pancreas according to a previous report, with some modification^36^. After two-step collagenase perfusion and removal of the liver, the pancreas was resected from the mouse. The pancreas was placed in ice-cold PBS, then transferred to a 6 cm tissue culture dish, and minced into pieces smaller than 1 mm^3^. Ten milliliters of DMEM/F12 medium was added and pancreatic tissue pieces were transferred to a 50 ml tube. Floating adipose tissue debris was eliminated with a pipette. The pancreatic tissue pieces were resuspended in 25 ml DMEM/F12 medium, transferred into a 30 ml beaker containing a magnetic stir bar, and added with 25 mg collagenase. The cell suspension was incubated in a hybridization oven set to 37 °C with stirring at low speed for about 20 min. The digestion was terminated by diluting the collagenase solution with ice-cold PBS containing 0.9 mg/ml glucose and 47.6 μM CaCl_2_. The cell suspension was transferred to a 50 ml tube and centrifuged at 300 × *g* for 5 min at 4 °C. The pellet was resuspended in 1 ml of trypsin-EDTA with a pipette and incubated at room temperature for 5 min. The digestion was terminated by adding 2 ml of DMEM/DF12 containing 10% FBS and centrifuged at 300 × *g* for 5 min at 4 °C. The pellet was resuspended in DMEM/DF12 containing 10% FBS and used for the isolation of EpCAM^+^ pancreatic duct cells by MACS. Pancreatic duct cells were cultured on a collagen gel in the same condition as cholangiocytes and used for co-culture with SHs. For FACS analysis, PI(−) live singlet cells were selected by gating and used to detect EpCAM^+^ECAD^+^ pancreatic duct cells. Organoids consisting of hepatocytes and pancreatic ducts were stained with anti-HNF4α, FITC-conjugated dolichos biflorus agglutinin (DBA) (Vector Laboratories, Burlingame, CA), a lectin expressed in pancreatic ducts^37^.

### Data analysis of FACS

FACS data were analyzed and density and histogram plots were generated on Karuza ver 1.1. (Beckman coulter).

### Statistical analysis

Unpaired two-tailed Student’s *t*-tests were performed for the data pertaining to CYP1A1 and CYP3A4 activity, ALB secretion, and counting hepatobiliary connections, using Microsoft Excel. Paired two-tailed Student’s *t*-tests were used to analyze the quantitative PCR data. When the result of a *t*-test showed *P* < 0.05, we concluded that the difference between the two groups was statistically significant. The numbers of culture sample used for each analysis were as follows: *n* = 5 (the number of hepatobiliary connection), *n* = 5 (ALB secretion), *n* = 3 (CYP activities), *n* = 8 (qPCR for SHs and MHs), *n* = 3 (the number of hepatobiliary connection in HBTO with ECAD(−) and ECAD(+) hepatocytes). For technical replicates, duplicates of each sample were generated and the average values were used in statistical analyses for data of CYP activities and qPCR.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

RNA sequence data have been deposited in the Gene Expression Omnibus database under the accession code: GSE166283. All other relevant data are available from the corresponding author. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Generation of functional liver organoids on combining hepatocytes and cholangiocytes with hepatobiliary connections ex vivo
**Source:** Nat Commun. 2021 Jun 7;12:3390. doi: 10.1038/s41467-021-23575-1
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

Generation of functional liver tissue on combining hepatocytes and cholangiocytes with hepatobiliary connections *ex vivo*

Tanimizu N. et al.

Supplementary Tables 1-4

Supplementary Figures 1-21

**Supplementary Table 1. Lineage of hepatocytes and cholangiocytes in HBTO**

| Cell Count /Area (cells)                          |                                                                     |                                                                     | Ratio (%)                                                          |                                                                     |
|---------------------------------------------------|---------------------------------------------------------------------|---------------------------------------------------------------------|--------------------------------------------------------------------|---------------------------------------------------------------------|
| Wt SH &<br>tdTomato <sup>+</sup><br>Cholangiocyte | tdTomato <sup>+</sup> HNF4 $\alpha$ <sup>-</sup><br>99.0 $\pm$ 15.3 | tdTomato <sup>+</sup> HNF4 $\alpha$ <sup>low</sup><br>0.5 $\pm$ 0.5 | tdTomato <sup>+</sup> HNF4 $\alpha$ <sup>-</sup><br>99.3 $\pm$ 0.6 | tdTomato <sup>+</sup> HNF4 $\alpha$ <sup>low</sup><br>0.7 $\pm$ 0.6 |
| tdTomato <sup>+</sup> SH &<br>Wt Cholangiocyte    | tdTomato <sup>+</sup> CK19 <sup>-</sup><br>46.8 $\pm$ 9.8           | tdTomato <sup>+</sup> CK19 <sup>+</sup><br>0                        | tdTomato <sup>+</sup> CK19 <sup>-</sup><br>100                     | tdTomato <sup>+</sup> CK19 <sup>+</sup><br>0                        |

In co-culture of wild type (Wt) SHs and tdTomato<sup>+</sup> cholangiocytes, some tdTomato<sup>+</sup>HNF4 $\alpha$ <sup>+</sup> cells were observed, suggesting that cholangiocyte-to-hepatocyte conversion proceeds in HBTOs. However, HNF4 $\alpha$  expression in those cells was quite low, and they maintained the cellular morphology of cholangiocytes. In co-cultures of tdTomato<sup>+</sup> SHs and Wt cholangiocytes, tdTomato<sup>+</sup>CK19<sup>+</sup> cells were not observed.

**Supplementary Table 2. Primary Antibodies**

| Antibody                     | Company                                                 | Host animal | Method | Dilution |
|------------------------------|---------------------------------------------------------|-------------|--------|----------|
| Albumin                      | Bethyl laboratory                                       | goat        | IF     | 1:1000   |
| CD16/32                      | BD Pharmingen                                           | rat         | FACS   | 1:1000   |
| CD31<br>(PE-Cy7-conjugated)  | BD Pharmingen                                           | rat         | FACS   | 1:1000   |
| CD45<br>(APC-Cy7-conjugated) | BD Pharmingen                                           | rat         | FACS   | 1:1000   |
| CEACAM                       | R&D systems                                             | sheep       | IF     | 1:500    |
| CLDN2                        | Proteintech                                             | rabbit      | IF     | 1:500    |
| CYP3A4                       | Abcam                                                   | rabbit      | IF     | 1:400    |
| Cytokeratin 19               | Tanimizu et al. 2003                                    | rabbit      | IF     | 1:2000   |
| ECAD                         | BD biosciences                                          | mouse       | IF     | 1:1000   |
| ECAD<br>(PE-conjugated)      | Biolegend                                               | rat         | FACS   | 1:1000   |
| EpCAM                        | BD Pharmingen                                           | rat         | IF     | 1:500    |
| EpCAM<br>(FITC-conjugated)   | Biolegend                                               | rat         | MACS   | 1:1000   |
| EZRIN                        | Proteintech                                             | rabbit      | IF     | 1:500    |
| HNF4 $\alpha$                | SantaCruz Biotechnology Inc.                            | rabbit      | IF     | 1:200    |
| HNF4 $\beta$                 | SantaCruz Biotechnology Inc.                            | goat        | IF     | 1:200    |
| ICAM-1<br>(PE-conjugated)    | BD Pharmingen                                           | rat         | FACS   | 1:1000   |
| OPN                          | R&D systems                                             | goat        | IF     | 1:500    |
| RADIXN                       | Abcam                                                   | rabbit      | IF     | 1:500    |
| SOX9                         | Millipore                                               | rabbit      | IF     | 1:1000   |
| ZO1                          | A gift from Dr. Bruce Stevenson (University of Alberta) | rat         | IF     | 1:2000   |

**Supplementary Table 3. Secondary Antibodies**

| Antibody                      | Company                                   | Host animal | Method | Dilution |
|-------------------------------|-------------------------------------------|-------------|--------|----------|
| AlexaFluor488 anti-rabbit IgG | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| AlexaFluor555 anti-rabbit IgG | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| AlexaFluor647 anti-rabbit IgG | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| AlexaFluor488 anti-goat IgG   | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| AlexaFluor555 anti-goat IgG   | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| AlexaFluor633 anti-goat IgG   | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| AlexaFluor488 anti-sheep IgG  | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| Cy3 anti-sheep IgG            | Jackson Immuno Research Laboratories Inc. | Donkey      | IF     | 1:1000   |
| AlexaFluor488 anti-rat IgG    | Thermofisher Scientific                   | Donkey      | IF     | 1:1000   |
| Cy5 anti-rat IgG              | Jackson Immuno Research Laboratories Inc  | Donkey      | IF     | 1:1000   |
| AlexaFluor488 Phalloidin      | Thermofisher Scientific                   | Donkey      | IF     | 1:300    |
| AlexaFluor555 Phalloidin      | Thermofisher Scientific                   | Donkey      | IF     | 1:300    |
| AlexaFluor633 Phalloidin      | Thermofisher Scientific                   | Donkey      | IF     | 1:300    |

**Supplementary Table 4. Primers used for PCR**

| Gene name      |           | Sequence                         |
|----------------|-----------|----------------------------------|
| <i>Ae2</i>     | Sense     | 5'-CAGCAAAGGGGCACAGAC-3'         |
|                | Antisense | 5'-CACCTCCGTCGTCACCTC-3'         |
| <i>Albumin</i> | Sense     | 5'-GAA AGC CCA CTG TCT TAG TG-3' |
|                | Antisense | 5'-GGG TGT AGC GAA CTA GAA TG-3' |
| <i>Axin2</i>   | Sense     | 5'-GAGAGTGAGCGGCAGAGC-3'         |
|                | Antisense | 5'-CGGCTGACTCGTTCTCCT-3'         |
| <i>Cdh1</i>    | Sense     | 5'-ATCCTCGCCCTGCTGATT-3'         |
|                | Antisense | 5'-ACCACCGTTCTCCTCCGTA-3'        |
| <i>Cftr</i>    | Sense     | 5'-ATGTGGCCTCACTGTCCTTC-3'       |
|                | Antisense | 5'-GCTGATCGAGGTCTAAGAGCA-3'      |
| <i>Cldn2</i>   | Sense     | 5'-TGTGAATGAACTGAAGGAAAGC-3'     |
|                | Antisense | 5'-ATCCTGCACCCAGCTGTATT-3'       |
| <i>Cyp1a2</i>  | Sense     | 5'-CCCTGCCCTTCAGTGGTACA-3'       |
|                | Antisense | 5'-AAGCTGTAGAGGTCTGGTCG-3'       |
| <i>Cyp2e1</i>  | Sense     | 5'-GGAACACCTTAAGTCACTGGACA-3'    |
|                | Antisense | 5'-ATGGGTTCTTGGCTGTGTTT-3'       |
| <i>Cyp3a11</i> | Sense     | 5'-TGAATATGAACTTGCTCTCACTAAAA-3' |
|                | Antisense | 5'-CCTTGTCTGCTTAATTTCAAGAGGT-3'  |
| <i>Cyp7a1</i>  | Sense     | 5'-TCAAGCAAACACCATTCCTG-3'       |
|                | Antisense | 5'-GGCTGCTTTCATTGCTTCA-3'        |
| <i>Glu1</i>    | Sense     | 5'-CTCGCTCTCCTGACCTGTTC-3'       |
|                | Antisense | 5'-TTCAAGTGGGAACTTGCTGA-3'       |
| <i>Gapdh</i>   | Sense     | 5'-ACC ACA GTC CAT GCC ATC AC-3' |
|                | Antisense | 5'-TCC ACC ACC CTG TTG CTG TA-3' |
| <i>Lgr5</i>    | Sense     | 5'-CTTCACTCGGTGCAGTGCT-3'        |
|                | Antisense | 5'-CAGCCAGCTACCAAATAGGTG-3'      |
| <i>Tdo2</i>    | Sense     | 5'-TGAGTAAAGGTGAACGACGAC-3'      |
|                | Antisense | 5'-AGCCGACTGAGAATCCTGTA-3'       |
| tdTomato       | Sense     | 5'-CTGTTCTGTACGGCATGG-3'         |
|                | Antisense | 5'-GGCATTAAAGCAGCGTATCC-3'       |

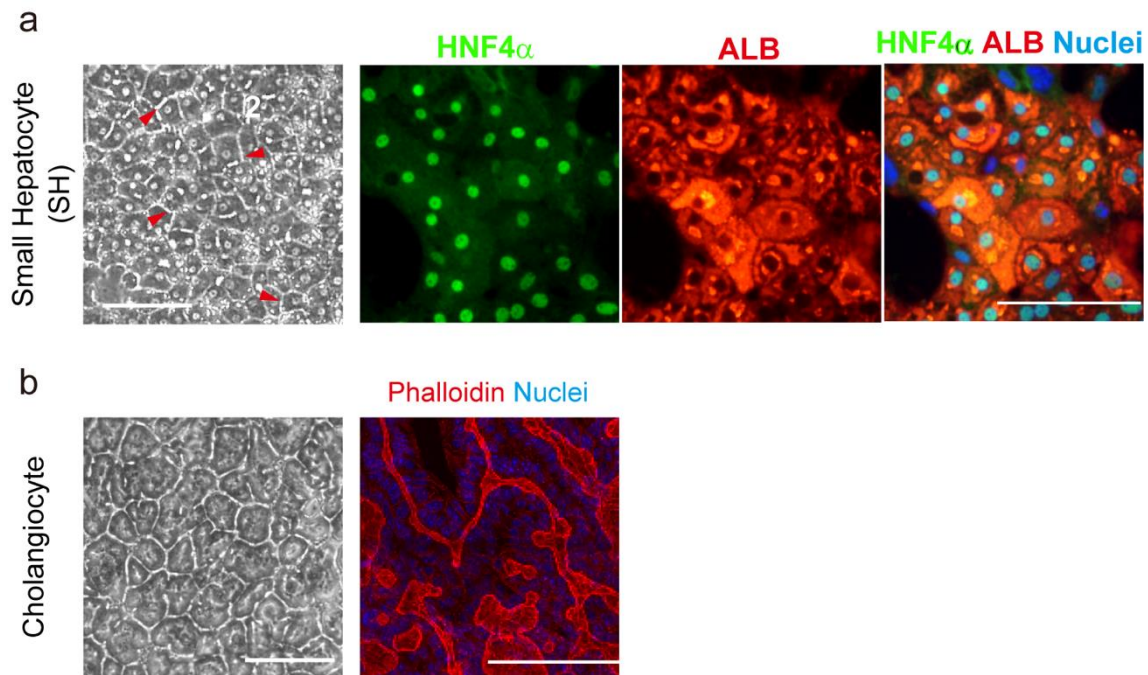

**Supplementary Fig. 1. Morphogenesis of SHs and cholangiocytes in culture.**

- a. SHs differentiate to acquire cellular characteristics similar to mature hepatocytes (MHs).** SHs show cellular morphologies similar to MHs, including round nuclei and dense cytoplasm in the presence of OSM and Matrigel (phase-contrast image in the left panel). SHs form bile canaliculi (red arrowheads), but they are not organized into a network. SHs become expressing HNF4α (green) and ALB (red). SHs were cultured on a gelatin-coated dish for five days, then kept in the presence of OSM for one day, and overlaid with Matrigel. The immunostaining with anti- HNF4α (green), anti-ALB (red) antibodies, and Hoechst 33342 (blue) was repeated three times independently. Three fields were examined in each sample and representative images are shown in this figure. Bars represent 100 μm.
- b. Cholangiocytes form tubular networks in sandwich culture.** Cholangiocytes proliferate on type I collagen gel and form tubular structures after the overlay of collagen gel (left panel). The luminal network is visualized by phalloidin (right panel). The staining with phalloidin (red) and hoechst33342 (blue) was repeated three times independently. Three fields were examined in each sample and representative images are shown in this figure. Bars represent 100 μm.

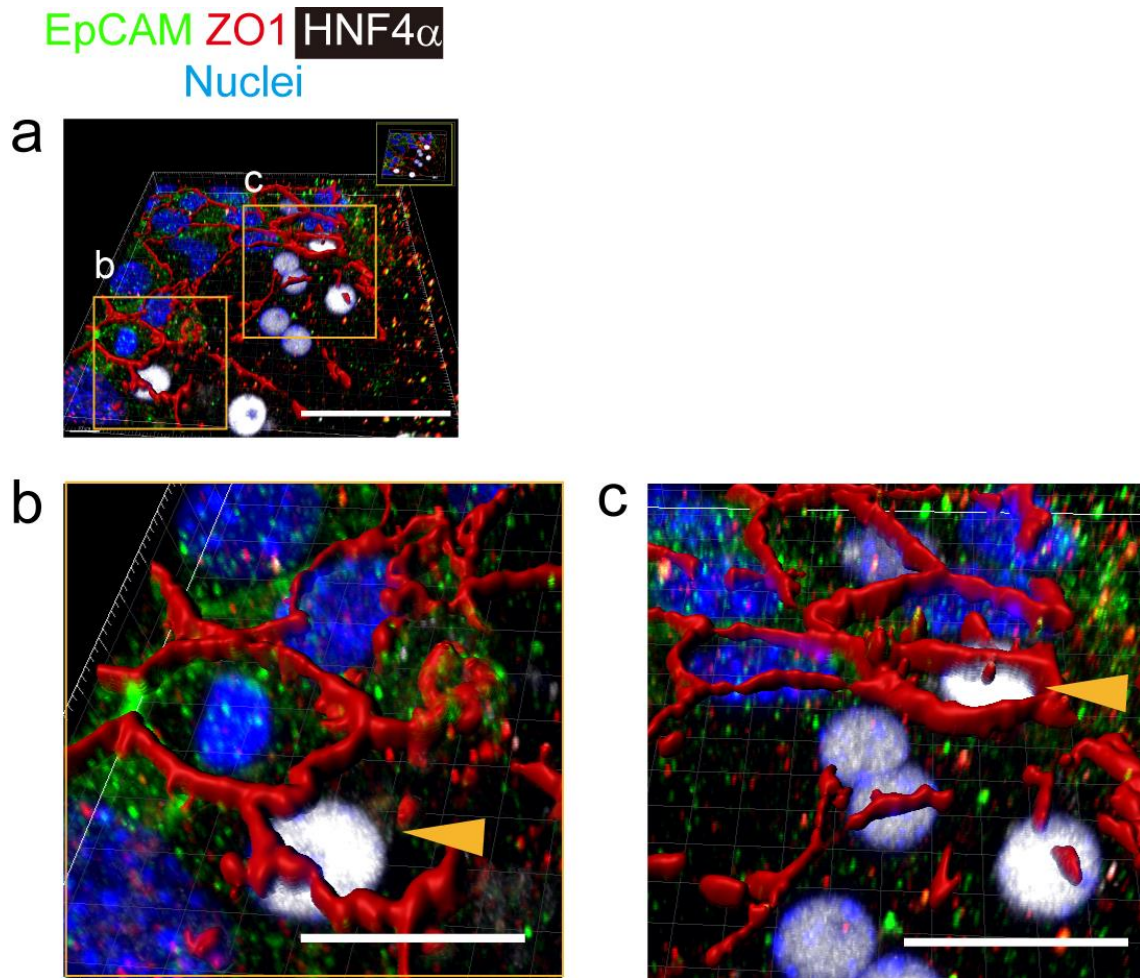

**Supplementary Fig. 2. SHs and cholangiocytes quickly form intercellular junctions.**

HNF4 $\alpha$ <sup>+</sup> hepatocytes (arrowheads in panels b & c) form tight junctions with EpCAM<sup>+</sup> cholangiocytes. Boxes in panel a are enlarged in panels b and c. Tight junctions are visualized with ZO1 staining. A surface model was generated on Imaris. The immunostaining with anti-EpCAM (green), anti-ZO1 (red), anti-HNF4 $\alpha$  (white) antibodies, and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample. The surface models for the representative image were constructed on Imaris and are shown in this figure. Bars in panel a, and panels b & c represent 50 and 20  $\mu$ m, respectively.

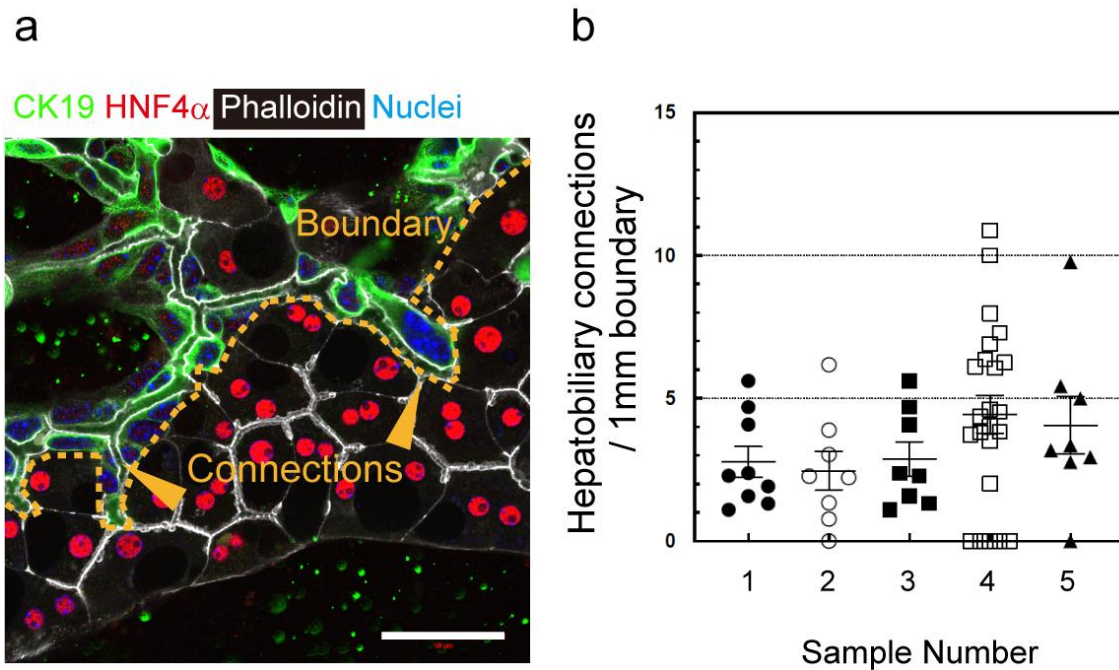

**Supplementary Fig. 3. Quantification of the number of hepatobiliary connections.**

- a.** HBTOs were stained with anti-HNF4 $\alpha$ , anti-CK19 and phalloidin. The boundary between hepatocytes and cholangiocytes was marked by a broken line to measure its length on Olympus cellSens software. The phalloidin<sup>+</sup> luminal structures connecting the hepatocyte clusters and biliary tubules were counted (**arrowheads**). The immunostaining with anti-CK19 antibody (green), anti-HNF4 $\alpha$  antibody (red), phalloidin (white), and Hoechst 33342 (blue) was repeated five times independently and the representative image is shown in this figure. The bar represents 50  $\mu$ m.
- b.** The number of connections per 1 mm boundary was calculated. More than eight areas were selected from five independent culture wells for examining the length of the boundary and the connections (n=5). Mean  $\pm$  SEM of each culture sample is shown in the graph. The average values of five culture samples were used for determining the number of hepatobiliary connections shown in the text.

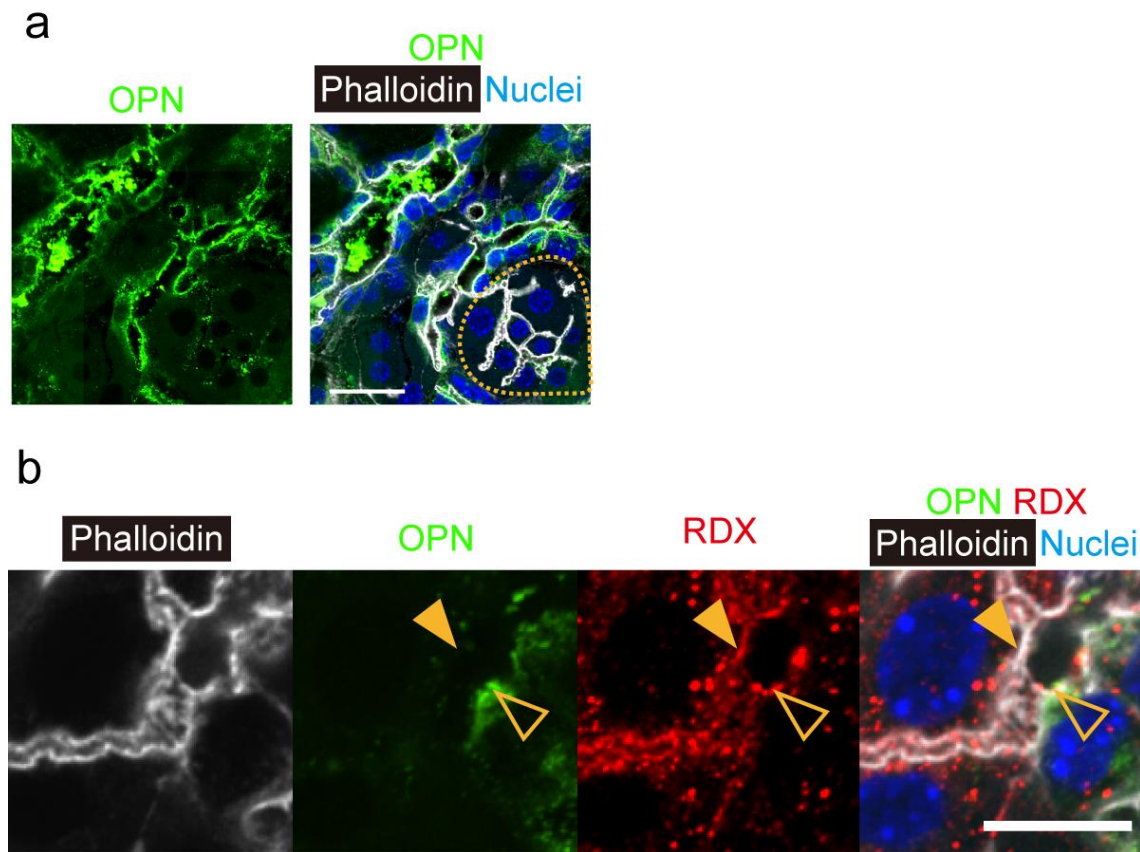

**Supplementary Fig. 4. Expression of OPN and RDX in HBTO.**

- a. Cholangiocytes in HBTO express OPN.** OPN (green) is expressed in cholangiocytes but not in hepatocytes (surrounded by a yellow dotted line). The immunostaining with anti-OPN antibody (green), anti-phalloidin (white), and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. The bar represents 50  $\mu$ m.
- b. Expression of OPN and RDX in the hepatobiliary junction.** The apical membrane of an OPN<sup>+</sup> cholangiocyte (open arrowhead) and that of a RDX<sup>+</sup> hepatocyte (closed arrowhead) surround the luminal structure at the hepatobiliary junction. The immunostaining with phalloidin (white), anti-OPN antibody (green), anti-RDX antibody (red), and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. The bar represents 20  $\mu$ m.

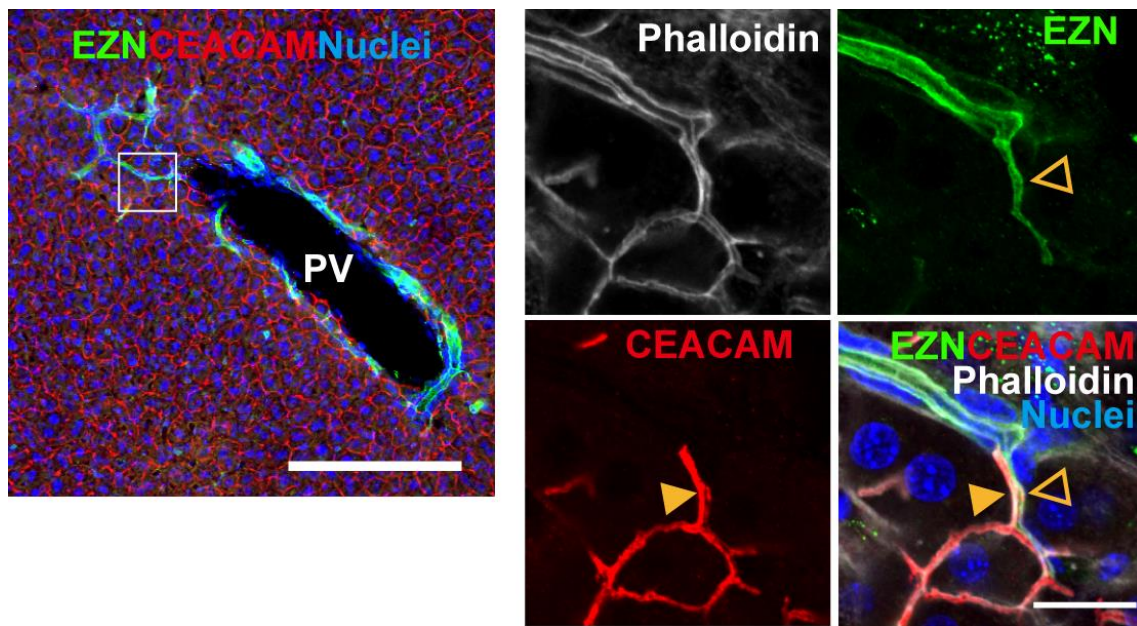

**Supplementary Fig. 5. Hepatobiliary connection *in vivo***

Bile canicular membrane and the lumen of bile ducts are positive for CEACAM and EZN, respectively (left panel). At the connection between the bile canaliculi and the bile duct, CEACAM<sup>+</sup>EZN<sup>-</sup> hepatocytes (closed arrowheads) and CEACAM<sup>-</sup>EZN<sup>+</sup> cholangiocytes (open arrowheads) surround the lumen. The immunostaining with phalloidin (white), anti-EZN antibody (green), anti-CEACAM antibody (red), and Hoechst 33342 (blue) was repeated on sections prepared from two different mice. Three fields were examined on each section and the representative images are shown in this figure. The box in the left is enlarged in the right four panels. Bars represent 200 and 50  $\mu$ m, respectively.

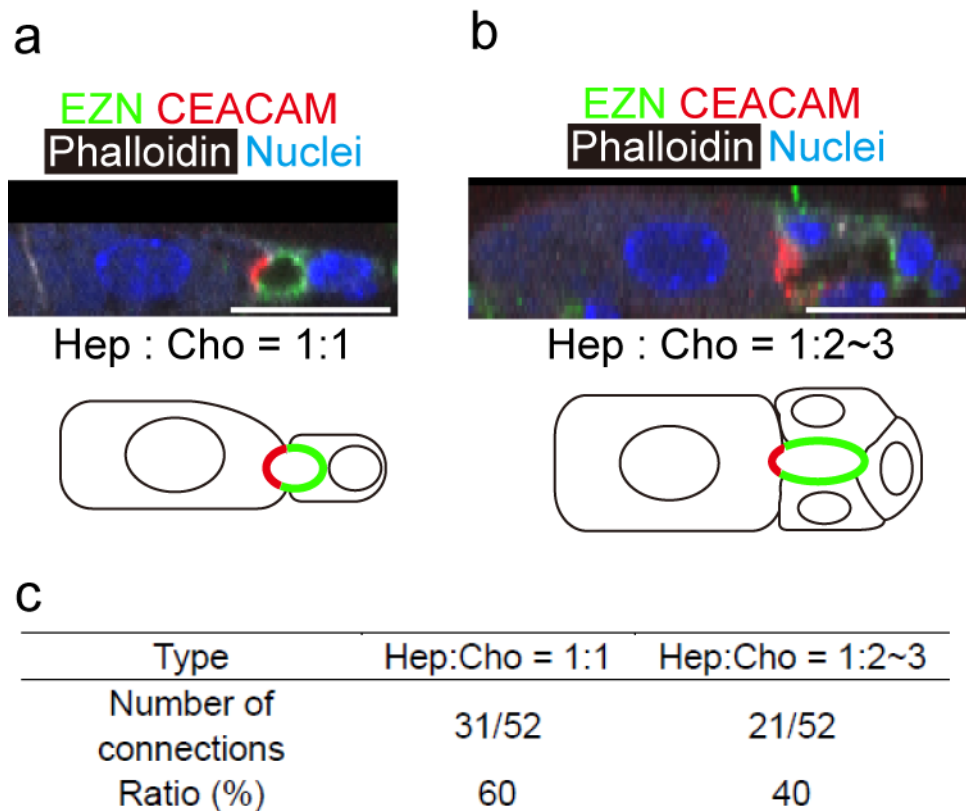

**Supplementary Fig. 6. 3D analysis for the hepatobiliary connection**

CEACAM<sup>+</sup> apical domain of hepatocyte and EZN<sup>+</sup> apical domain of cholangiocyte surround the luminal structure at the hepatobiliary connection. The connection consists of one hepatocyte and one cholangiocyte (a) or one hepatocyte and two or three cholangiocytes (b). X-Y images were collected every 0.5  $\mu\text{m}$  along the Z-axis on a confocal microscope. Three samples cultured independently were stained with anti-EZN antibody (green), anti-CEACAM antibody (red), phalloidin (white), and Hoechst 33342 (blue). In addition, three samples cultured independently were stained with anti-CK19, anti-ALB, phalloidin, and Hoechst 33342. In total, six samples were used for 3D analysis. Six to ten areas containing hepatobiliary connections were identified in each sample. In total, 52 connections were examined and hepatocytes and cholangiocytes involved in the connection were counted (table c). Bars represent 20  $\mu\text{m}$ .

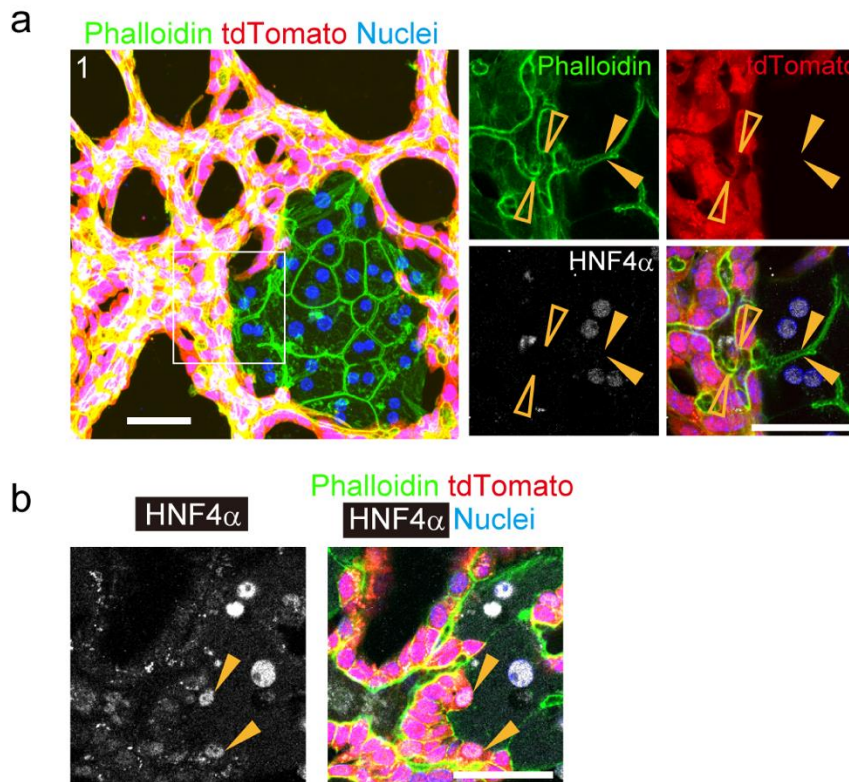

**Supplementary Fig. 7. Co-culture of tdTomato<sup>+</sup> cholangiocytes and wild type SHs.**

- a. **tdTomato<sup>+</sup> cholangiocytes keep their lineage to form a continuous luminal network with hepatocytes.** The luminal network among tdTomato<sup>-</sup>HNF4α<sup>+</sup> hepatocytes (**closed arrowheads**) is connected to that of Tomato<sup>+</sup> biliary structure (**open arrowheads**) at the boundary. The luminal network is recognized by F-actin bundles visualized with AlexaFluor488-conjugated phalloidin. The immunostaining with phalloidin (green), anti-HNF4α antibody (white), and Hoechst 33342 (blue) was repeated three times independently. Two fields were examined in each sample and the representative images are shown in this figure. The box in the left panel is enlarged in the right four panels. Bars represent 50 μm.
- b. **Some tdTomato<sup>+</sup> cholangiocytes express HNF4α but maintain cholangiocyte morphology.** Some tdTomato<sup>+</sup> cholangiocytes express HNF4α but its expression level was lower than that in hepatocytes (arrowheads). The HNF4α<sup>low</sup> cells showed cellular morphology similar to neighboring cholangiocytes. The culture and immunostaining were repeated three times and two different areas in each sample were examined to detect tdTomato<sup>+</sup>HNF4α<sup>low</sup> cells. One or two HNF4α<sup>low</sup> cholangiocytes were detected in two of six fields, whereas HNF4α<sup>low</sup> cholangiocytes were not observed in other fields. The bar

represents 50  $\mu\text{m}$ .

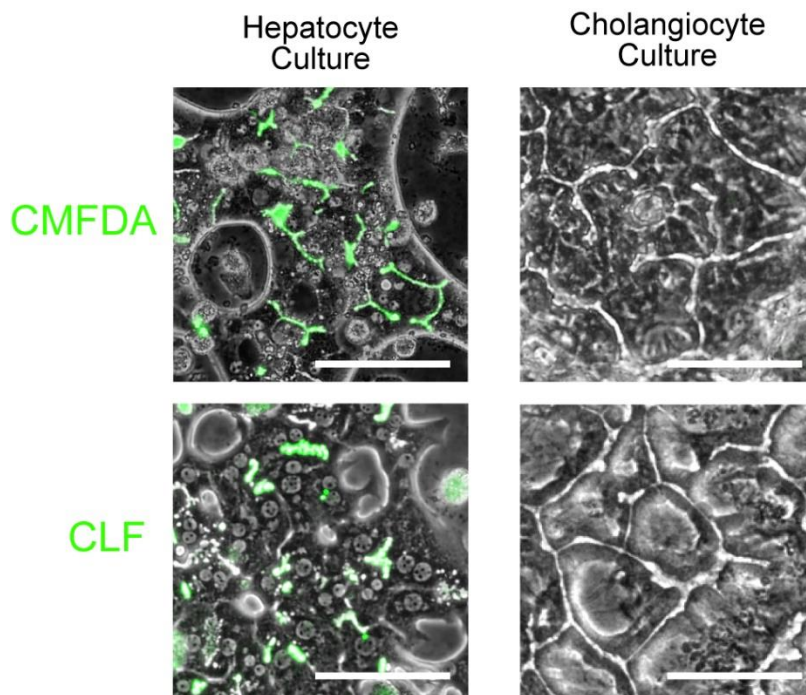

**Supplementary Fig. 8. Hepatocytes but not cholangiocytes take up CMFDA and CLF.**

Hepatocytes take up chloromethyl fluorescein diacetate (CMFDA), metabolize it, and secrete fluorescein into BCs. They also absorb cholesteryl-labeled fluorescein (CLF) and secrete it into BC (upper and lower left panels). In contrast, cholangiocytes take up neither CMFDA nor CLF, and, therefore, fluorescein is not observed in the luminal space (upper and lower right panels). SHs and cholangiocytes were cultured on type I collagen gel and overlaid with Col-MG. Two weeks after Col-MG overlay, they were incubated in the medium with CMFDA for 30 min or with CLF for two hours. Images were taken on a fluorescence microscope after five times wash. Experiments were repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. Bars represent 100  $\mu\text{m}$ .

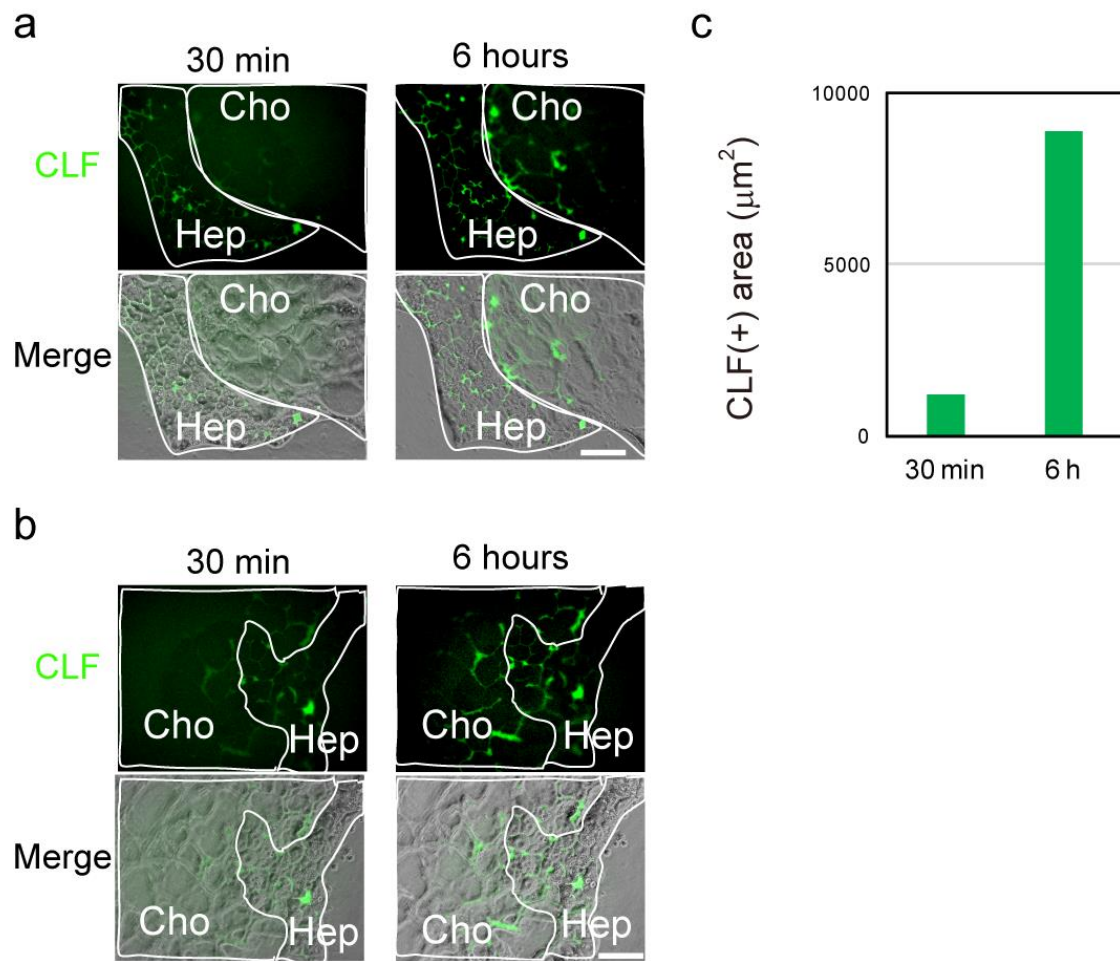

**Supplementary Fig. 9. Quantification of transport of CLF in HBTOs.**

CLF is accumulated in BCs in hepatocyte clusters (Hep) during first 30 min of incubation. By six hours, CLF is transported to biliary tubules (Cho). The transport of CLF in two independent cultures is shown in this figure (panels a and b). The fluorescence intensity in the biliary tubules (Cho) was quantified at 30 min and at 6 hours using imageJ. The average values are shown in the graph (c). Panel a is the same culture shown in Fig. 3b. Bars represent 100  $\mu\text{m}$ .

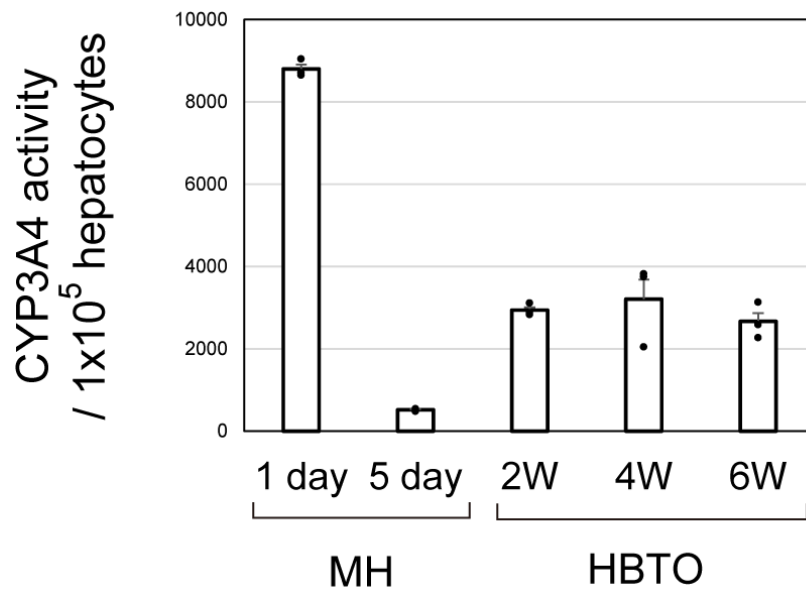

**Supplementary Fig. 10. Primary MHs lose Cyp activity in culture.**

CYP3A4-like activity in MHs declined to less than one-twentieth during five days of culture. Although CYP3A4-like activity in HBTO was about one-fourth of that in MHs at one day, it was maintained for a month. Primary MHs ( $1 \times 10^5$  cells) were cultured in 24-well plates coated with type I collagen. CYP3A4-like activity was measured at one and five days after plating. HBTO were formed initially from SHs ( $5 \times 10^4$  cells) and cholangiocytes ( $5 \times 10^4$  cells) in 24 well plates. CYP3A4-like activities were measured in three different wells of MHs and HBTO culture. Average values of CYP3A4-like activity per  $1 \times 10^5$  hepatocytes are shown in the graph. Error bars represent SEMs.

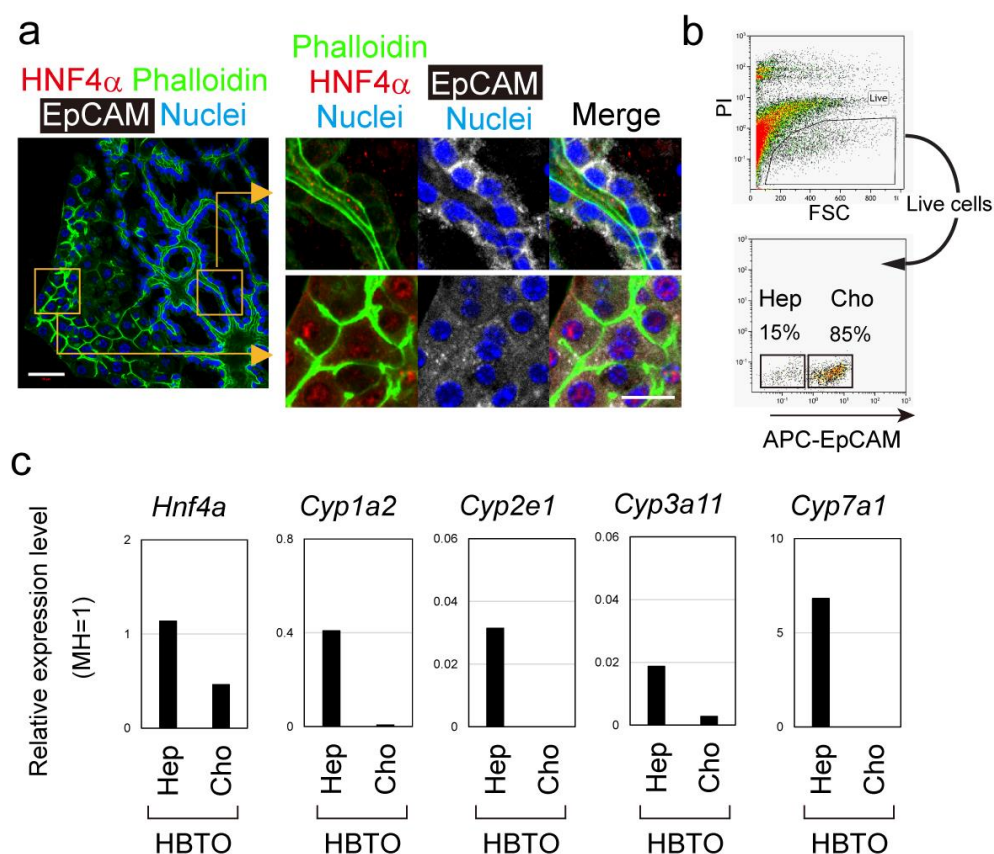

**Supplementary Fig. 11. Expression of hepatocyte markers in HBTO**

- Cholangiocytes but not hepatocytes express EpCAM in HBTO.** The immunostaining with anti-HNF4α (red), anti-EpCAM (white) antibody, phalloidin (green), and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. Boxes in the left panel are enlarged in right panels. Upper and lower three images show cholangiocytes and hepatocytes, respectively. Bars represent 50 and 20 μm, respectively.
- Separation of cholangiocytes and hepatocytes derived from HBTO.** HBTO was digested with Liberase TM to liberate cells, and hepatocytes and cholangiocytes were isolated as EpCAM(-) and EpCAM(+) cells, respectively. The FACS plot is representative of two independent cell isolations.
- Cyps are specifically expressed in hepatocytes in HBTO.** Expression of hepatocyte markers was examined using qPCR. Their expression levels are presented as relative values against those in MHs cultured for one day. Cell isolation and PCR analyses were repeated twice, independently. The average value of two cell isolations are shown in the graphs.

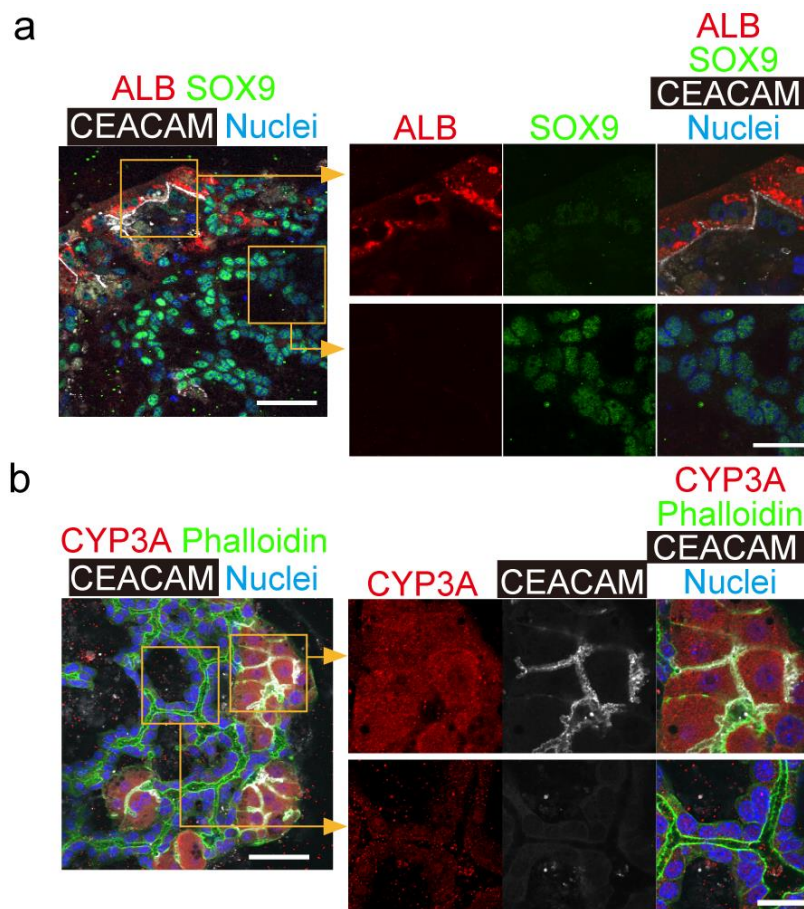

**Supplementary Fig. 12. Expression of ALB and CYP3A in HBTO.**

- a. **ALB is expressed in CEACAM<sup>+</sup> hepatocytes but not in SOX9<sup>+</sup> cholangiocytes.** The immunostaining with anti-ALB (red), anti-SOX9 (green), anti-CEACAM (white) antibody, and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample and representative images are shown in this figure. Boxes in the left panel are enlarged in the right panels. Upper and lower three panels show hepatocytes and cholangiocytes, respectively. Bars in the left and right images represent 50 and 20  $\mu$ m, respectively.
- b. **CYP3A is expressed in CEACAM<sup>+</sup> hepatocytes.** HBTOs were stained with anti-human CYP3A4 (Abcam, Cambridge, UK). The antibody is reported to be cross-reactive to mouse protein. Mouse CYP3A11, whose mRNA is expressed in HBTOs, has 69% homology to human CYP3A4, suggesting mouse CYP3A11 is detected with this antibody. The immunostaining with anti-CYP3A antibody (red), phalloidin (green), anti-CEACAM antibody (white), and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample and representative images are shown in this figure. Boxes in the left panel are enlarged in the right panels. Upper and lower three panels show hepatocytes and cholangiocytes, respectively. Bars in left and right panels represent 50 and 20  $\mu$ m, respectively.

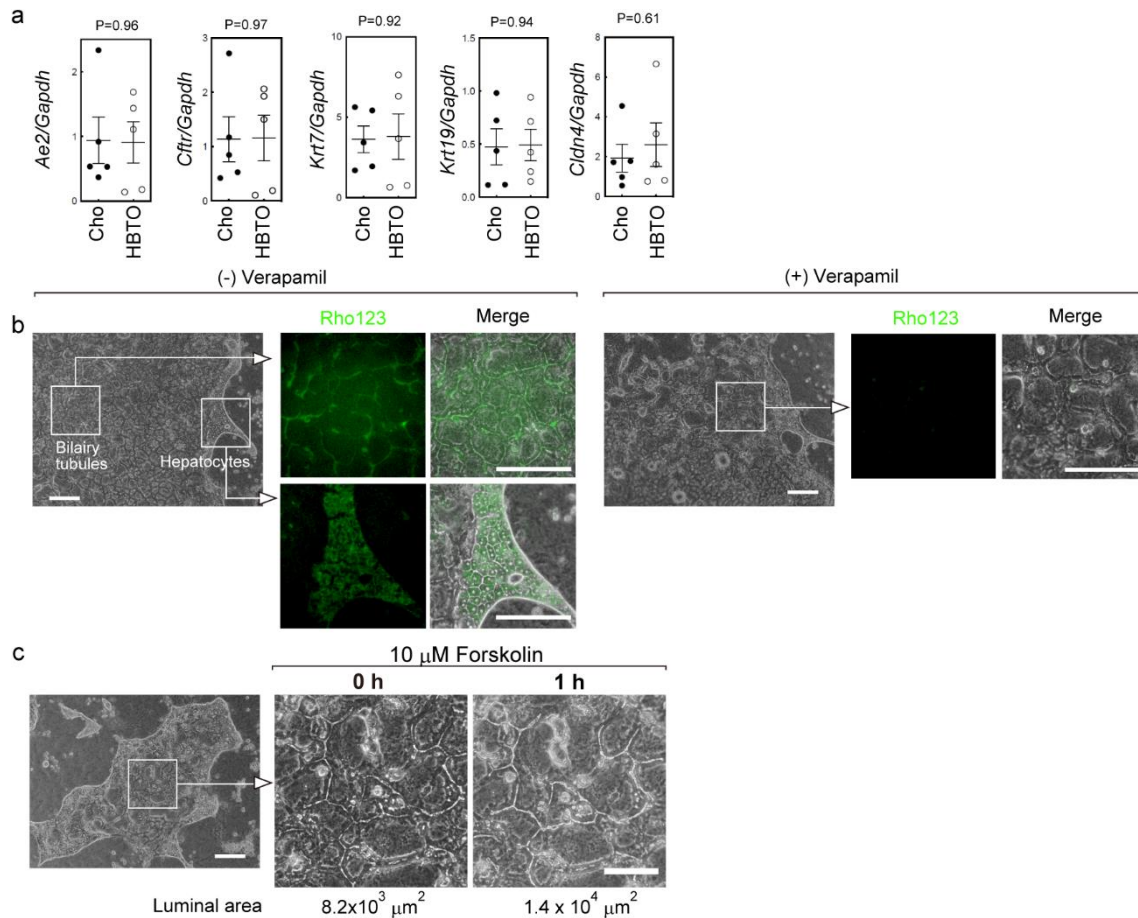

**Supplementary Fig. 13. Cholangiocytes are functional in HBTO.**

- Cholangiocytes in the organoid express cholangiocyte marker genes.** Expression levels of *Ae2*, *Cfr*, *Krt7*, *Krt19*, and *Cldn4* are similar between Cho and HBTO, suggesting that cholangiocytes in HBTO maintain cellular characteristics as differentiated cholangiocytes. Cholangiocytes (Cho) were maintained in sandwich culture for four weeks, under the same culture conditions as HBTO. cDNA was prepared from five wells for both Cho and HBTO and used for qPCR analysis (n=5). Error bars represent SEM. Unpaired two-tailed *t*-tests were performed using Microsoft Excel.
- Cholangiocytes take up Rho 123 depending on Mdr1 activity.** HBTO was incubated in the presence of Rho123 without ((-)verapamil) or with verapamil((+)verapamil). Rho123 is absorbed by cholangiocytes and accumulated in the biliary tubules. It is absorbed by hepatocytes, but not accumulated in the BC. The accumulation of Rho123 in the biliary tubules is blocked by verapamil, a MDR1 inhibitor. Images are representative of two independent experiments. Boxes are enlarged in square panels. Bars represent 200 μm.
- Cholangiocytes expand the luminal space responding to Forskolin.** The luminal space of the biliary tissue is expanded about twofold in the presence of Forskolin. HBTO was incubated in the presence of Forskolin for one hour. Images are representative of two independent experiments. The luminal spaces in the area shown in right panels were quantified using ImageJ. The box in left panel is enlarged in the middle one, and an image of the same area at one hour after treatment is shown in the right. Bars represent 200 μm.

a

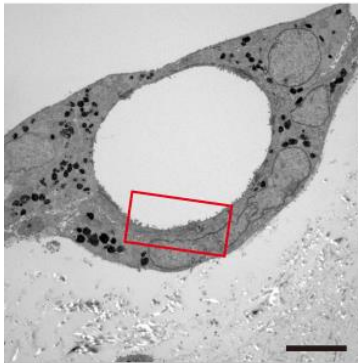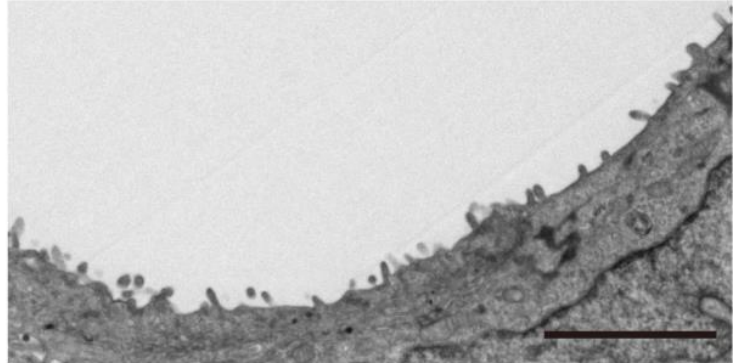

b

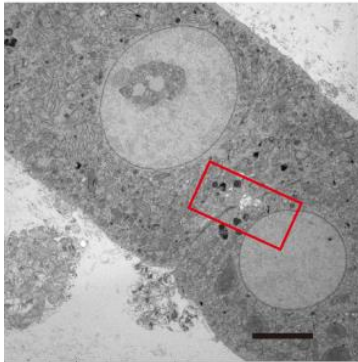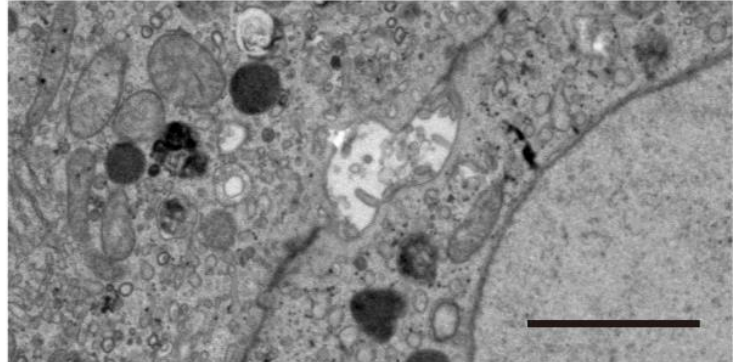

**Supplementary Fig. 14. Transmission electron microscopic (TEM) analysis for cellular morphologies of cholangiocytes and hepatocytes in HBTOs.**

- a. **Cholangiocyte structure.** Cholangiocytes have microvilli on their apical surface. The red box in the left panel is enlarged in the right. Bars in left and right panels represent 10 and 5  $\mu\text{m}$ , respectively.
- b. **Hepatocyte structure.** Hepatocytes form bile canaliculi between neighboring cells. The red box in the left panel is enlarged in the right. Bars in left and right panels represent 10 and 5  $\mu\text{m}$ , respectively. TEM samples prepared from two independent culture samples and images were taken for five different areas per sample. Representative images are shown in this figure.

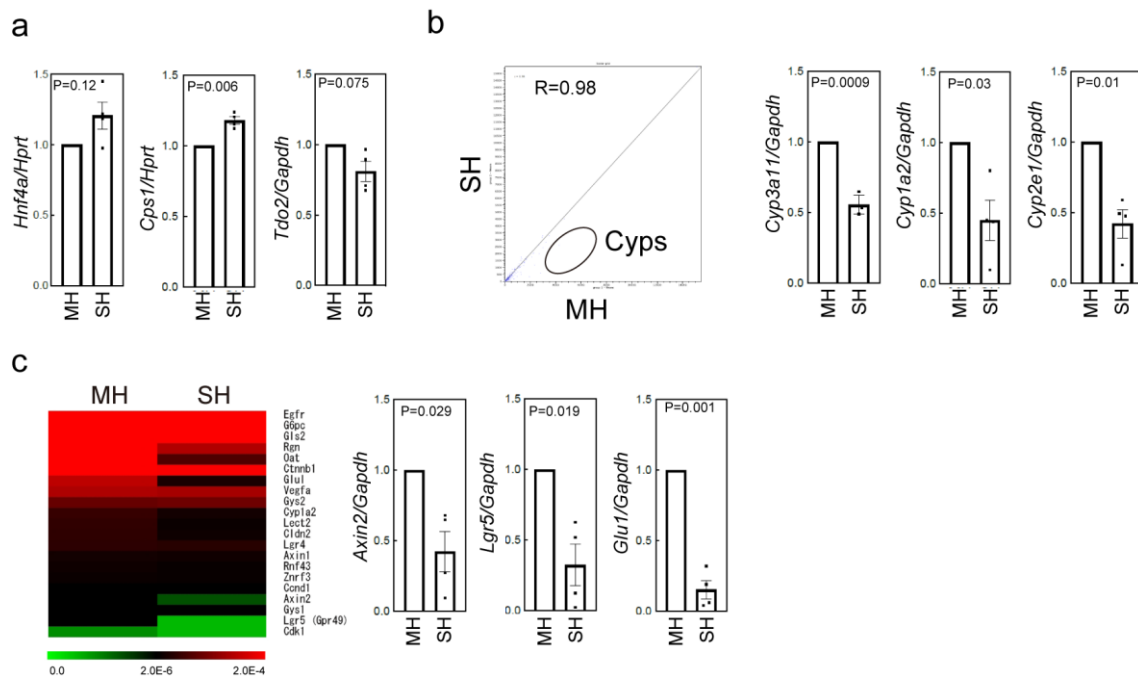

**Supplementary Fig. 15. Comparison of gene expression of SHs with that of MHs.**

- SHs expression hepatocyte markers.** *Hnf4a* is expressed more and *Tdo2* is expressed less in SHs as compared with those in MHs. *Cps1* is expressed significantly more in SHs. SHs and MHs were isolated from the same mouse for four times, independently. These four sets of SHs and MHs were used to examine expression of *Hnf4a*, *Tdo2*, and *Cps1* (n=4). Error bars represent SEM.
- Cyps are expressed significantly less in SHs than those in MHs.** RNA sequence data suggests that expression of Cyps is less in SHs than in MHs (graph in left). qPCR analyses further demonstrate that expression of *Cyp3a11*, *Cyp1a2*, and *Cyp2e1* are significantly less in SHs than in MHs. 

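The graph of Supplementary Fig. 15b plots the expression of each gene in SHs against that in MHs, so that genes with lower expression in SHs lie under the diagonal. Sums over a Cyp subfamily do not depend on how reads were divided between close paralogs. The 9 Cyp3a genes together took 0.451% of the reads in MHs and 0.342% in SHs. For the 15 Cyp2c genes, the share was 0.217% in MHs and 0.121% in SHs, a log2 ratio of -0.84 (95% interval -0.86 to -0.83). The 8 Cyp2d genes took 0.330% of the reads in MHs and 0.286% in SHs. The 8 Cyp4a genes had a log2 ratio of -0.53 (-0.57 to -0.48). Cyp39a1, the only gene of its subfamily, had the highest log2 ratio of the 70 Cyp genes with at least 10 reads, 0.74 (0.52 to 0.97). Cyp2u1 had a log2 ratio of 0.33 (0.23 to 0.44), and Cyp4v3 had one of 0.10 (0.07 to 0.13).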

Four sets of SHs and MHs were used to examine expression of *Cyp3a11*, *Cyp1a2*, and *Cyp2e1* (n=4). Error bars represent SEM.
- WNT target genes are expressed significantly less in SHs than in MHs.** RNA sequence data suggests expression of WNT target genes is less in SHs than in MHs (Heatmap). qPCR analyses further demonstrate that expression of *Axin2*, *Lgr5*, and *Glu1* are significantly less in SHs than in MHs. 

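The heatmap of Supplementary Fig. 15c lists 21 genes, all of which were among the deposited counts. From top to bottom, each of the 20 genes after the first had fewer counted reads in MHs than the gene above it. Egfr had 904 RPM in MHs and 749.9 in SHs, a log2 ratio of -0.27 (95% interval -0.30 to -0.24). G6pc had a log2 ratio of -0.20 (-0.23 to -0.17). At the lower end, Ccnd1 had 72 reads in MHs and 112 in SHs, a log2 ratio of -0.68 (-1.12 to -0.23). Lgr4 had a log2 ratio of -0.16 (-0.29 to -0.02).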

Four sets of SHs and MHs were used to examine expression of *Axin2*, *Lgr5*, and *Glu1* (n=4). Error bars represent SEM. Paired two-tailed *t*-tests were performed for all qPCR data shown in this figure using Microsoft Excel.

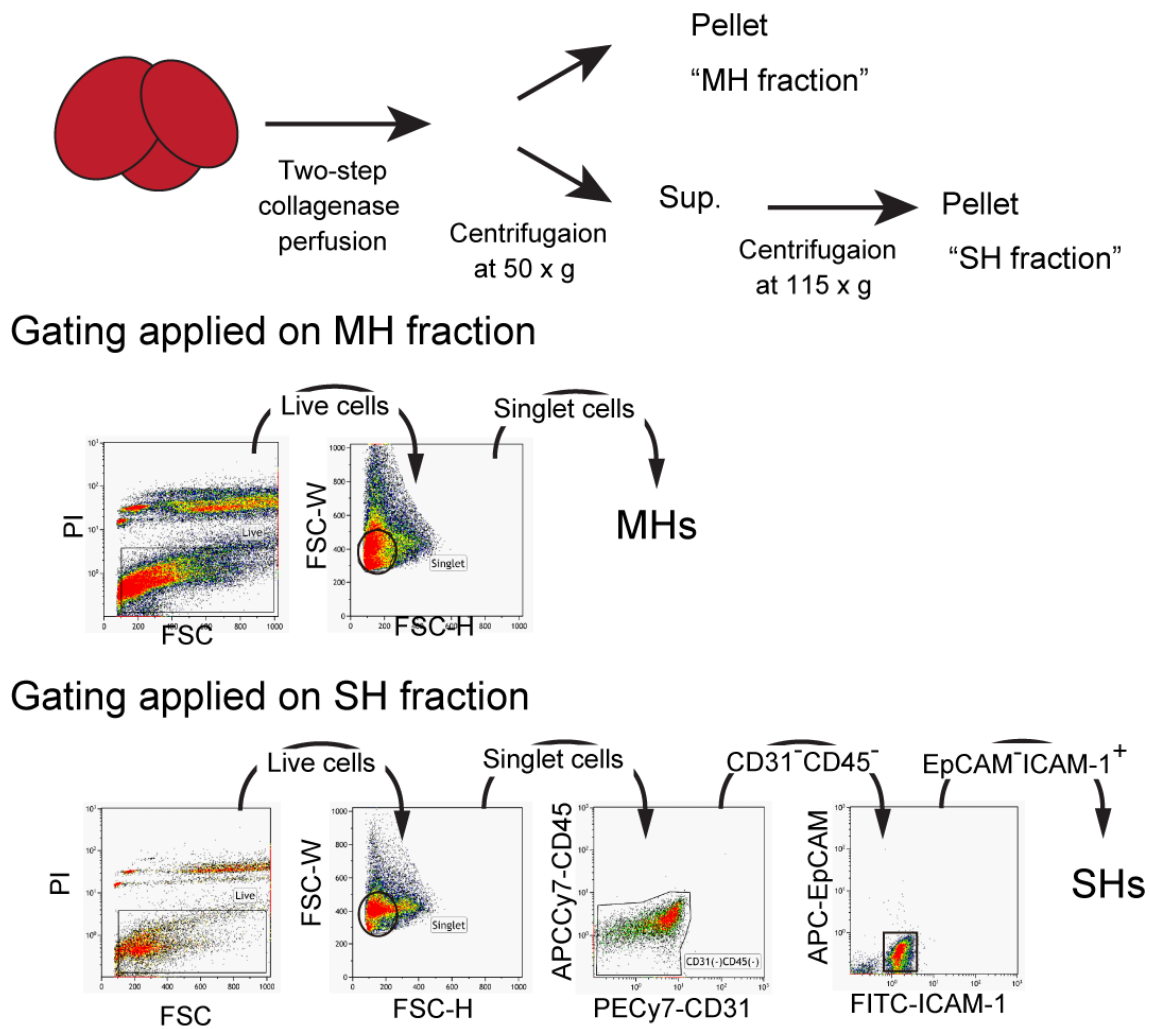

**Supplementary Fig. 16. Isolation and FACS analysis of MHs and SHs.**

MHs and SHs were enriched by centrifugation at different gravity. Live singlet cells were selected to analyze ECAD expression in MHs. Live singlet cells were further separated to CD31<sup>-</sup>CD45<sup>-</sup> and then EpCAM<sup>-</sup>ICAM-1<sup>+</sup> cells to analyze ECAD expression in SHs. FACS plots shown in this figure are representative of three independent experiments.

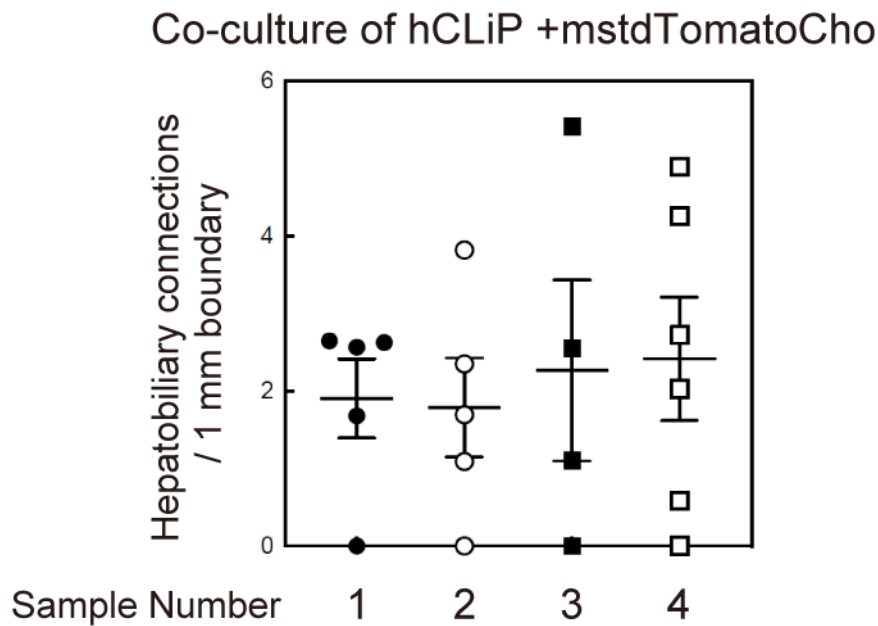

**Supplementary Fig. 17. Quantification of the number of hepatobiliary connection in HBTOs consisting of human reprogramming hepatocytes (hCLiP) and mouse tdTomato<sup>+</sup> cholangiocytes (mstdTomatoCho).**

Coculture of hCLiP with mstdTomatoCho was repeated four times, independently (n=4). HBTOs were stained with anti-HNF4 $\alpha$  and phalloidin. The length of the boundary between hepatocytes and cholangiocytes was measured using Olympus cellSens software. The phalloidin<sup>+</sup> luminal structures connecting the hepatocyte clusters and biliary tubules were counted. The number of connections per 1 mm boundary was calculated and the Mean  $\pm$  SEM was plotted. More than four different areas per well were selected, and used to measure the length of the boundary and count the connections. The average values of the examined areas in each well were calculated, and used to determine the number of hepatobiliary connections, as shown in the text.

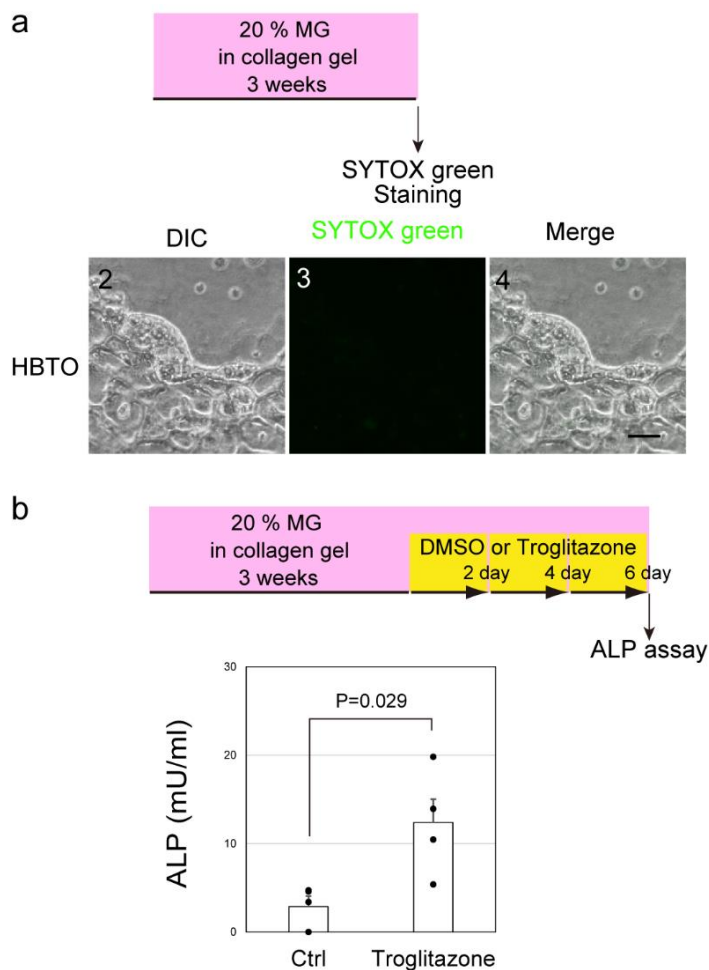

**Supplementary Fig. 18. Cell survival and death in HBTOs.**

- a. HBTOs do not contain dead hepatocytes and cholangiocytes.** Hepatocytes and cholangiocytes constructing HBTOs are alive at three weeks after Col-MG overlay. HBTOs were incubated in medium containing SYTOX green for 20 min and examined under a fluorescence microscope. No cells showed positive signal. The culture and SYTOX staining were repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. The bar represents 100  $\mu$ m.
- b. Hepatocytes in HBTOs release ALP in the presence of troglitazone.** ALP is released from damaged hepatocytes in HBTOs treated with 200  $\mu$ M troglitazone for six days. The medium was replaced with fresh medium with or without troglitazone every two days. Four wells per treatment were used for assay and the average values with SEMs are shown in this graph. Unpaired two-tailed *t*-tests were performed using Microsoft Excel.

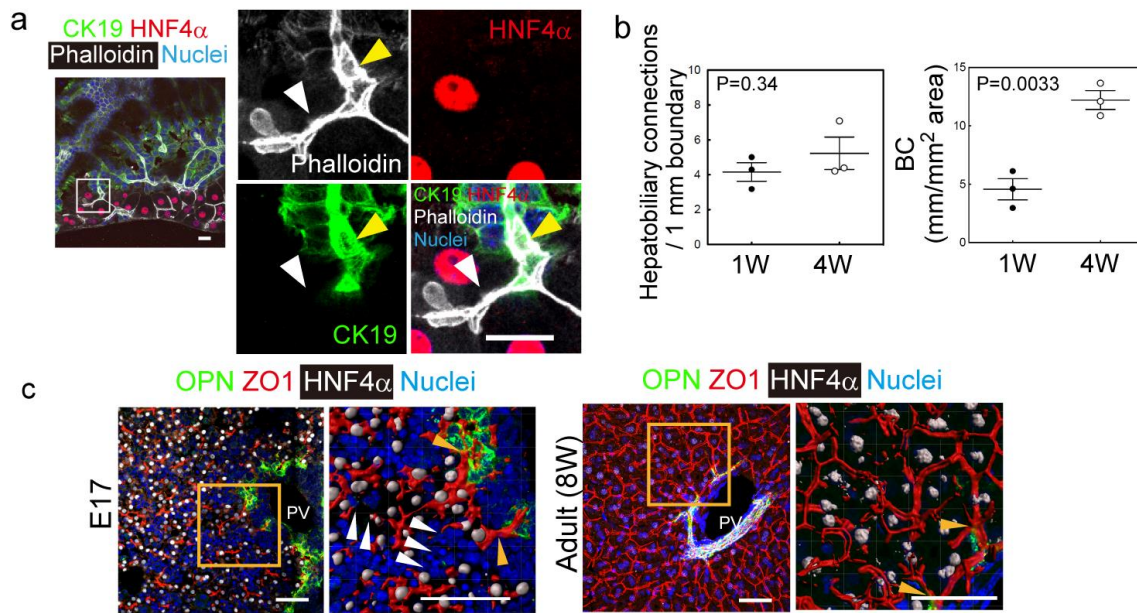

**Supplementary Fig. 19. Hepatocytes and biliary epithelial cells form the junctional structure at the onset of liver epithelial morphogenesis.**

- The hepatobiliary connection in co-culture.** The apical luminal structure (white) in HNF4 $\alpha$ <sup>+</sup> hepatic (white arrowhead) and that in CK19<sup>+</sup> biliary tubule (yellow arrowhead) is already connected one week after MG-Col overlay. Box in the left panel is enlarged in right four panels. The immunostaining with anti-CK19 antibody (green), and anti-HNF4 $\alpha$  antibody (red), phalloidin (white), and Hoechst 33342 (blue) was repeated three times independently. Three fields were examined in each sample and the representative images are shown in this figure. Bars represent 40  $\mu$ m.
- The number of hepatobiliary connection and the length of the bile canalculi in HBTOs at one and four weeks after MG-Col overlay.** Hepatobiliary connections are evident at one week after MG-Col overlay and their number does not significantly increase by four weeks. On the other hand, BCs are formed at one week after MG-Col overlay, and further extended by four weeks. Four to six areas were selected in three independent culture samples stained with anti-EZN, anti-CEACAM, and phalloidin. The length of hepatobiliary boundary and that of the BCs were measured using Olympus cellSens software. The phalloidin<sup>+</sup> luminal structures connecting the hepatocyte clusters and biliary tubules were counted. The average values of each sample were plotted in this graph. Error bars represent SEM. Unpaired two-tailed *t*-tests were performed using Microsoft Excel.
- Hepatobiliary connections in fetal and adult livers.** BCs are still discontinuous at E17 (white arrowheads), whereas hepatobiliary connections are already established around the portal vein at this stage (yellow arrowheads). On the other hand, the apical luminal network is continuous among hepatic cords and IHBDs in the adult liver (yellow arrowheads show hepatobiliary connections). Confocal images collected from 20  $\mu$ m thickness and projection images were reconstituted on Zeiss Zen software. The boxes were cropped and surface models were constructed on Imaris. The immunostaining with anti-OPN (green), anti-ZO1 (red), anti-HNF4 $\alpha$  (white) antibodies, and Hoechst 33342 (blue) was repeated on thick sections prepared from two different mice both at E17 and at adult. Two fields were examined on each sections and the representative images were used to construct the surface model. Bars represent 50  $\mu$ m.

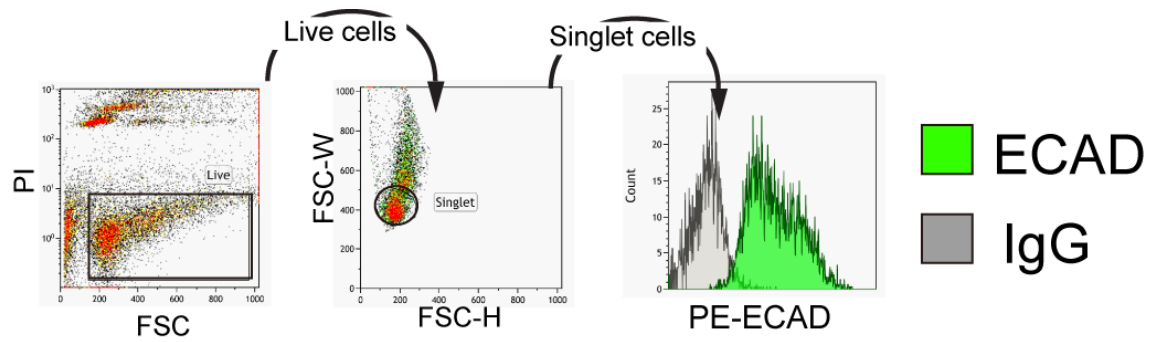

**Supplementary Fig. 20. ECAD expression in cholangiocytes.**

Cholangiocytes were cultured for five days on type I collagen gel. Cholangiocytes were isolated from culture by digesting collagen gel with Liberase TM and then examined for expression of ECAD on FACS. The FACS plots are representative of two independent analyses.

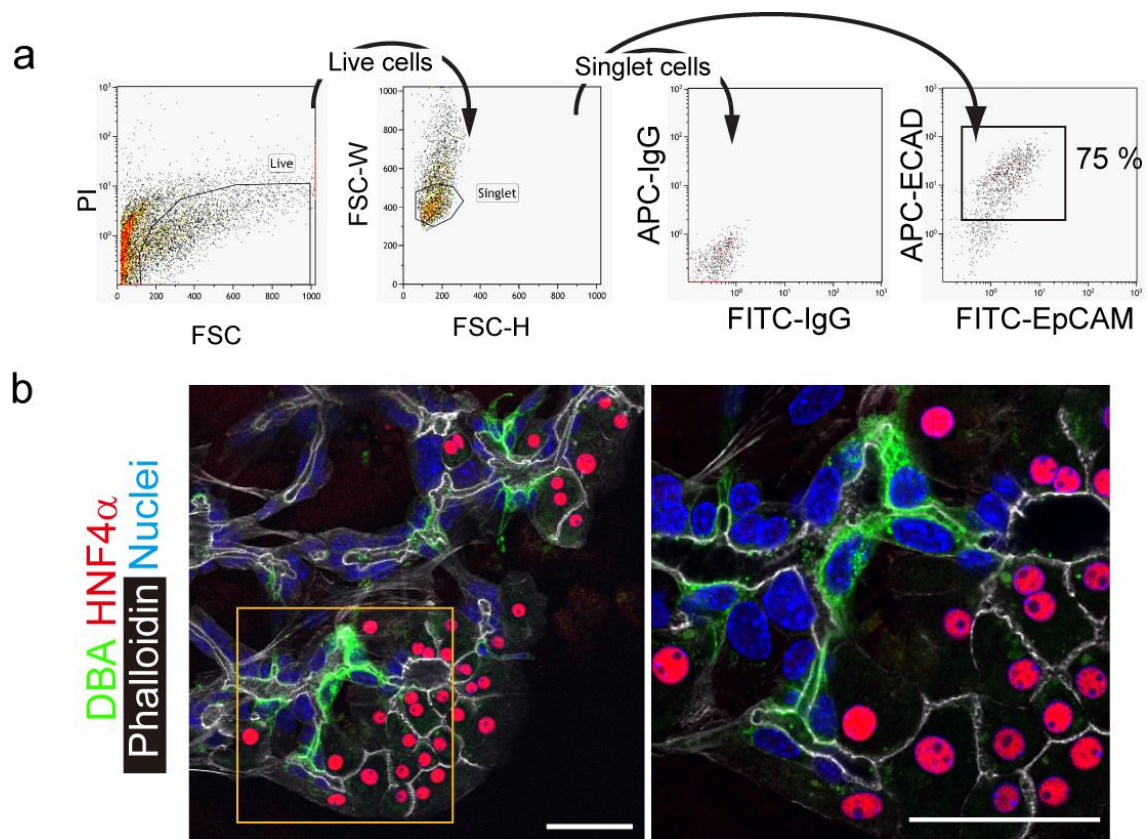

**Supplementary Fig. 21. Coculture of pancreatic duct cells and SHs.**

After five days of culture on type I collagen gel, pancreatic duct cells were EpCAM<sup>+</sup>ECAD<sup>+</sup>. One week after Col-MG overlay, pancreatic ducts and hepatocyte clusters occasionally formed organotypic structures. The phalloidin<sup>+</sup> luminal structure is continuous between the BC in the HNF4 $\alpha$ <sup>+</sup> hepatocyte cluster (red) and the dolichos biflorus agglutinin (DBA)<sup>+</sup> pancreatic duct structure (green). FACS analysis were repeated twice and the representative FACS plots are shown in this figure. The immunostaining with FITC conjugated-DBA (green), anti-HNF4 $\alpha$  antibody (red), phalloidin (white), and Hoechst 33342 (blue) was repeated twice independently. Three fields were examined in each sample and the representative images are shown in this figure. The box in the left panel is enlarged in the right one. Bars represent 50  $\mu$ m.

# Supplementary material for: Generation of functional liver organoids on combining hepatocytes and cholangiocytes with hepatobiliary connections ex vivo
**Source:** Nat Commun. 2021 Jun 7;12:3390. doi: 10.1038/s41467-021-23575-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Zeiss ZEN, Olympus cellSens

Data analysis Microsoft excel, Karuza ver1.1, Imaris ver9, ImageJ ver1.48, GraphPad Prism ver5

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequence data is deposited in the Gene Expression Omnibus with the accession code GSE166283 with hyperlink <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166283>. Data points shown in figures are provided as Source Data. All other relevant data are available from the corresponding author.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform any statistical analysis to determine sample size. Hepatobiliary connections were basically observed in all cultures and immunostaining shown in the manuscript gave the similar results in each experiment. Two or three independent experiments including cell isolation, culture, and immunostaining are performed to secure reproducibility. For quantitative analyses examining hepatocyte functions and gene expression, we repeated experiments at least three times, independently. For quantitative analyses examining organoid structures, we also repeated culture and immunostaining three times independently. Since we expected relatively high variability, we selected at least three different fields, randomly, of each culture well to examine organoid structures including the length of the boundary between hepatocytes and cholangiocytes, and hepatobiliary connection. More details about sample size are provided in Methods and figure legends. |
| Data exclusions | No data excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Organoids in 3 different wells were used to measure enzyme activities. Duplicate for each sample was generated for CYP assays and qPCR analyses. Other experiments, three to five samples cultured independently were used for immunostaining and analyses. All the replicates were successfully provided data points.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | We did not perform randomization. In the current work, we used primary cholangiocytes isolated from the one mouse strain, C57BL6. When comparing SHs with MHs, we isolated them from the same mice. We consistently used the same culture conditions. Therefore, there are not parameters for randomization.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | We performed blind test for Fig. 5e. We randomly labeled immunostaining images of HBTO containing ECAD(-) MHs or ECAD(+) MHs with numbers. Without pre-knowledge the nature of hepatocytes in organoid, the number of hepatobiliary connection was counted. For Supplementary Fig. 19b, since the length of BC are obviously different in any field between HBTOs at 1W and those at 4W, we did not perform blind test. For other experiments comparing two experimental groups, data points were obtained by instruments automatically, and therefore, we did not perform blind test.                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | We provide required information in Supplementary Table 2 and 3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Validation      | We validated specificity of antibodies performing staining on mouse liver sections. Cholangiocytes specifically express CK19, SOX9, OPN, and EZN, whereas hepatocytes exclusively express CEACAM, HNF4a, and RDX. Therefore, using frozen sections prepared from healthy adult mice, we can check the specificity of those antibodies whether each signal is detected exclusive in cholangiocytes forming bile ducts or hepatocytes in the liver parenchyma. FACS analyses, we always prepared a negative control where cells were incubated with unimmunized rat immunoglobulin to verify the specific reaction of a primary antibody used for examination of a surface marker and for cell isolation. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | We used male/female C57BL6 mice. Ages were between 8 and 12 week-old. They were maintained in environment with constant light/dark cycle (12 hours), ambient temperature (23±2 degree), and humidity (40%). This information is provided in Methods. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                              |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                   |
| Ethics oversight        | All animal experiments were approved by the Sapporo Medical University Institutional Animal Care (Experimental code: 18-094) and Use Committee and were conducted according to institutional guidelines for ethical animal use.                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Primary cholangiocytes and hepatocytes were isolated from healthy adult mice by a two-step collagenase perfusion. SHs were collected from fraction after elimination of MHs by centrifugation at 50 x g. Live cells were enriched by Percoll density gradient centrifugation. Cholangiocytes were further purified as EpCAM(+) cells by MACS. ECAD(-) and ECAM(+) MHs were isolated by FACS. hCLiPs derived from frozen human hepatocytes were provided by Prof. Ochiya's group were maintained on collagen coated dish and trypsinized before using co-culture with cholangiocytes. For qPCR analysis, SHs were further enriched in CD31(-)CD45(-)EpCAM(-)ICAM-1(+) cells by FACS. |
| Instrument                | ABI-Prism7500, Zeiss LSM780, Olympus FV3000, BD FACSAriaII, Beckman coulter Moflo, Miltenyi MACS, Biotek 800TS absorbance reader                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | Zeiss ZEN, Olympus cellSens, Microsoft excel, Karuza ver1.1, Imaris ver9, ImageJ ver1.48, GraphPad Prism ver5                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Cell population abundance | Cholangiocyte fraction purified by MACS shows 50% purity judged by EpCAM expression. In the following culture on collagen gel, the purity becomes over 90% when SHs are plated. SHs fraction contains hematopoietic cells and, therefore, the purity is about 50%. However, no hematopoietic cells attached to collagen gel and only SHs remained in culture 2 days after plating.                                                                                                                                                                                                                                                                                                  |
| Gating strategy           | PI(-) live cells were used to select singlet cells on a FSC-H and FSC-W plot. Singlet cells were used to analyze expression of ECAD and EpCAM, and cell isolation. For isolating cells from HBTOs, we isolated EpCAM(-) hepatocytes and EpCAM(+) cholangiocytes from PI(-) live cells.                                                                                                                                                                                                                                                                                                                                                                                              |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

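RNA-seq was performed on 1 library of SHs and 1 library of MHs. For both, the authors deposited read counts per gene symbol, without normalization. According to the methods, the authors trimmed the reads, aligned them in CLC Genomics Workbench to the mm10 genome with a maximum number of hits per read, and expressed genes as RPKM. The deposited files hold whole counts, and the paper's text does not say which program and annotation made them, or whether the same rule on hits applied to them. Reads of paralogs and of overlapping genes are therefore uncertain.

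From the counts, reads per 1000000 counted reads (RPM) and log2 ratios of SHs over MHs were computed with 0.5 reads added to each count, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. RPKM in the methods divides by mapped reads and by exon length. The scaling here divides by the reads counted on genes and leaves out exon length, which cancels in the ratio of a gene between libraries. The library of MHs held 16979136 counted reads and the library of SHs 42356444, so a gene needed a lower RPM to be detected in SHs. Each ratio has a 95% Clopper-Pearson interval, which covers counting error only. For single genes with 3 reads or fewer in 1 library, a ratio is given only with its interval. Medians of lists use the log2 ratios with 0.5 added reads for every member. With 1 library per condition, no test between conditions was possible and no p-value was computed. Medians of gene lists were taken over genes with at least 10 reads over both libraries, except for the heatmap genes, which were not filtered, and were set beside 10000 random lists of the same size, drawn from 20 bins of mean expression. The interval of a list's median came from 2000 binomial resamples of the reads.

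Cytochrome P450 genes were those with a symbol of Cyp, a number, a letter and a number. Suffixed members such as Cyp4a12a were included and pseudogenes left out, which gave 99 genes, of which 70 had at least 10 reads. The genes of the Wnt list were the 21 of the heatmap. The genes to be named were fixed beforehand. They were the genes whose expression in SHs or MHs the paper names, the genes of the sorting markers, the 5 Cyp genes with the most reads, the 5 lowest and 5 highest ratios among genes with at least 200 reads, and the members of the marker lists whose medians are reported. Genes outside this rule were chosen after their values were seen, namely Cyp39a1, Cyp2u1, Cyp4v3, Mt1, Gm996, Slc39a11, Yam1, Mup-ps22, Xist, Ddx3y and the genes of the muscle and acute-phase lists.

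Gene coordinates, exon lengths and GC content came from the GENCODE M21 annotation of mm10, in which 39469 of the 43280 symbols were found. These symbols held 93.3% of the reads in MHs and 91.6% in SHs.

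The alternatives were scaling by edgeR's TMM (version 4.0.16, in R 4.3.3), by DESeq2's size factors (version 1.42.0) and by the total without the 10 genes with the most reads, 2 added reads, other read minimums, other fold thresholds, smaller gene lists, and other measures of similarity. They were set before the data were examined. Scaling by the reads on protein-coding genes, and zone lists without the paper's own genes, were added after the data were seen. The calculation was tested on simulated Poisson counts with the real means and library totals. These counts held counting error only, which the intervals assume, so they check the calculation and not variation between preparations. The changed genes were drawn from genes with more expected reads than the minimum of 10. Of 100 genes lowered 4-fold, 99 were called at least 2-fold lower, and of 100 genes raised 4-fold, 100 were called at least 2-fold higher. Of 15463 unchanged genes, 118 were called either way, and 95.8% of the intervals of 15663 genes held the true ratio.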

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

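Except for the comparison of the ZONE1 and ZONE3 lists, the tests in this part were chosen after the results had been seen. The marker lists of zones and cell types were written before the data were examined, and the muscle and acute-phase lists afterwards.

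Markers of endothelial cells, macrophages and stellate cells, which the paper does not report for these libraries, were far lower in SHs than in MHs. The median log2 ratio was -5.24 over 10 endothelial genes, -5.06 over the 7 macrophage genes with at least 10 reads, and -3.39 over the 9 stellate cell genes with at least 10 reads. The sizes of these medians rest on few reads in SHs. The macrophage median is the ratio of Vsig4 and C1qb, with 33 reads in MHs and 2 in SHs each and an interval of -8.47 to -3.40. The stellate median is the ratio of Des, with 10 and 2 reads and an interval of -6.87 to -1.41. With 2 reads added to each count, the medians were -4.66, -4.45 and -2.90. No random list among 10000 matched on mean expression was as low as any of these lists. The list of cholangiocyte markers went the other way, with a median of 0.47 (0.24 to 0.70) over its 4 genes with at least 10 reads. Of these genes, 3 were above 0, and 1.08% of random lists were as high. Sox9, which is in this list, is also a ZONE1 marker. Among genes with at least 200 reads, the 5 with the lowest ratios were Mrc1, Dnase1l3, Gpr116, Aqp1 and Kdr, of which Dnase1l3 and Kdr were also in the endothelial list. Mrc1 had 213 reads in MHs and 1 in SHs, a log2 ratio of -8.47 with a wide interval of -14.36 to -6.56. Dnase1l3 had 204 reads in MHs and 4 in SHs, Gpr116 had 196 and 9, Aqp1 had 359 and 17, and Kdr had 226 and 11. With the 10 genes with the most reads left out of the library totals, the median over the 26 endothelial, macrophage and stellate genes was -4.93. With the library of SHs thinned to the depth of that of MHs, it was -4.69. Scaling did not account for the difference. Because RPM already corrects for depth, thinning was only a weak test of depth. A candidate explanation is RNA of non-parenchymal cells in the unsorted MHs, which sorting against CD31 and CD45 took out of the SHs. The higher of the endothelial and macrophage medians was -5.06, but these medians prompted the explanation and cannot test it. Stellate cells were not selected against by name, and why their markers were lower was not tested. A lower expression of these genes in the SHs themselves could not be told apart from a removal of other cells.

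The lists of zone markers overlap with the paper's genes. Of the 21 ZONE3 markers with at least 10 reads, 9 are named in the paper or shown in its heatmap, as are 6 of the 22 ZONE1 markers. All 21 ZONE3 markers with at least 10 reads were lower in SHs, with intervals under 0 and a median log2 ratio of -1.51, from -4.23 for Slc1a2 to -0.32 for Gsta3. Of 22 ZONE1 markers, 21 were higher in SHs, with a median of 0.35 and a highest value of 1.29 for Aldh1b1. The exception was G6pc, at -0.20. Without the paper's genes, an alternative chosen after the data were seen, the 12 other ZONE3 markers had a median of -1.35 and the 16 other ZONE1 markers one of 0.35. If all zonated genes had been lower in SHs, the lists would have moved together, but the ZONE1 median lay 1.85 above the ZONE3 median. The ZONE3 median was -1.47 with the 10 genes with the most reads left out of the totals, and -1.51 with the library of SHs thinned. As RPM already corrects for depth, thinning was a weak test. Of 10000 random lists matched on mean expression and exon length, 0% were as low, and of those matched on mean expression and GC content, also 0%. The lists may reflect a larger share of portal-side hepatocytes among SHs, as a hypothesis found and tested on the same libraries. With 1 library per condition, these libraries alone could not tell this apart from a difference between preparations. The paper's quantitative PCR, in repeated isolations, found Axin2, Lgr5, Glul and Cldn2 lower and Cdh1 higher in SHs.

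The 5 genes with the highest ratios among genes with at least 200 reads are not discussed in the paper. Pax7 had 367 reads in SHs and 3 in MHs, a log2 ratio of 5.40 with an interval of 4.06 to 7.90. Fam71a had 469 reads in SHs and 6 in MHs, Mt2 had 296 and 16, Gm26702 had 739 and 44, and Sstr2 had 198 and 12. With the library of SHs thinned to the depth of that of MHs, the lowest of their log2 ratios was 2.63. RPM already corrects for depth, so thinning could hardly move these ratios and was a weak test of depth. The number of annotated overlapping genes with as many reads in SHs and a log2 ratio of at least 1 was 0. Slc39a11, which overlaps Sstr2, had a log2 ratio of 0.13, and Gm996, which overlaps Gm26702, had 3 reads in SHs. The antisense gene that overlaps Mt2 was not among the counted genes, so overlap could not be ruled out for Mt2. RNA of muscle cells was tested because Pax7 is a gene of muscle stem cells. Only 4 of 10 muscle genes had at least 10 reads, and their median log2 ratio was 0.18 with an interval of -0.64 to 0.87. Des, one of the 4, is also a stellate marker, so this median alone could not settle the question. The reads in SHs went against muscle cells as the source of the Pax7 reads. The muscle gene with the most reads in SHs was Ttn, with 24, followed by Cdh15 with 21 and Acta1 with 20. Myod1 and Myh4 had 3 reads each, Des had 2, Myog and Ckm had 1 each, and Myf5 and Tnnt3 had 0. An acute-phase response was tested with 14 genes, and their median of -0.43 went the other way. Of the 14 genes, 10 were under 0 and 4 above 0, 3 of these with an interval above 0. Atf3 lies 5479 bases from Fam71a and had a log2 ratio of 0.37, and Mt1, beside Mt2, had one of 1.23. Whether reads of Pax7 and Fam71a cover the whole gene or pile up at one place cannot be seen from counts per gene, and overlap for Mt2 remains open.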

How the results depend on the processing

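No paired analysis was possible because there was 1 library per condition.

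Scaling by TMM, by DESeq2's size factors, by the total without the 10 genes with the most reads or, chosen after the data were seen, by protein-coding genes moved the median of all genes by less than 0.1 on the log2 scale. Under these scalings, the Cyp median stayed between -0.42 and -0.36, the Wnt median between -0.66 and -0.61, the ZONE3 median between -1.53 and -1.47 and the ZONE1 median between 0.32 and 0.38. The number of Wnt genes with a ratio under 0 was 18 under each, and the number with an interval under 0 was between 13 and 16. No single gene moved from an interval on one side of 0 to an interval on the other. Of 74 single genes, 11 moved by more than their interval under the total without the 10 genes with the most reads, 9 under protein-coding genes, 7 under TMM and 3 under DESeq2's size factors. Each scaling shifts all genes alike, by between -0.023 and 0.032 on the log2 scale.

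Read minimums changed more. With at least 100 reads, the Cyp median was -0.33, and the numbers of genes at least 2-fold lower and higher were 128 and 61. With at least 1000 reads, the Cyp median was -0.32, with 31 genes under 0 and 29 with an interval under 0. The ZONE1 list lost no gene to the read minimums. No macrophage gene had 100 reads, so that list has no value there.

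At a threshold of 4-fold, 391 genes were lower and 137 higher, and at 1.5-fold, 962 were lower and 543 higher. Without the 10 genes with the most reads, the Cyp share was 2.33% in MHs and 1.80% in SHs, which kept its direction.

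Without the genes the paper names or shows in its heatmap, chosen after the data were seen, the ZONE3 median was -1.35.

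The Wnt median depended on which genes were included. It was -1.17 over the 14 genes left after Egfr, G6pc, Gls2, Vegfa, Gys1, Gys2 and Cdk1 were taken out, and -0.23 over the 16 genes left without those measured by quantitative PCR, of which 9 had an interval under 0.

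The similarity of the profiles was 0.995 on log2 (RPM + 1), 0.898 as Spearman's rho, 0.973 without the 10 genes with the most reads and 0.942 on RPKM computed from exon lengths. For the results that moved, the cause was not tested.

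Depth limits the genes with few reads. In the simulated libraries, which held counting error only, 118 of 15463 unchanged genes were called at least 2-fold different. All of these were among the 6009 with fewer than 200 reads, and 0 were among the 9454 with at least 200 reads. Of the 693 genes at least 2-fold lower, 78 had at least 200 reads, and of the 310 higher, 34 did.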

Differences from the paper's values

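The paper's correlation between SHs and MHs is about 0.98 in Supplementary Fig. 15b, read by eye, and Pearson's r over all genes was 0.969 here. None of the alternatives set before the data were examined gave the same value to 2 decimals. The r was 0.973 without the 10 genes with the most reads, 0.969 with genes of at least 10 reads, 0.995 on the log2 scale and 0.942 on RPKM computed from exon lengths, and Spearman's rho was 0.898.

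The paper states that genes of the Wnt pathway were lower in SHs. Of the 21 heatmap genes, Gls2 was higher, with a log2 ratio of 0.53, as was Gys2, with 0.11, and Gys1 had 0.04 with an interval that included 0. Gls2 is also in the list of ZONE1 markers, whose median was 0.35, so its rise need not go against the paper's reading. The interval of Gys2 began at 0.019, and TMM shifts every ratio by -0.023, to 0.085 for Gys2. The call for Gys2 therefore depends on the scaling. The paper states that Cyps were lower in SHs. Of the 70 Cyp genes with at least 10 reads, 11 were not lower, and for 6 of these the interval lay above 0, Cyp2f2 among them with a log2 ratio of 0.06. Cyp2f2 is also in the list of ZONE1 markers.

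The legend of Supplementary Fig. 15a states that Tdo2 was lower in SHs, measured by quantitative PCR in other preparations. In the RNA-seq libraries, Tdo2 had a log2 ratio of 0.06 (0.04 to 0.09).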

Other observations

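The tests of the Cyp genes by scaling, by secreted-protein genes and by family share were set before the data were examined, and the other tests in this part were chosen after the results had been seen.

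The lower level of Cyp genes in SHs was set against technical explanations. With the 10 genes with the most reads left out of the totals, their median log2 ratio was -0.36. With the library of SHs thinned to the depth of that of MHs, it was -0.40, a weak test because RPM already corrects for depth. The difference between the Cyp median and that of the secreted-protein genes was -0.34, so a general dilution of hepatocyte RNA did not account for it. The share of reads on the Cyp family in SHs was 0.753 times that in MHs, which does not depend on reads split between members. Of 10000 random lists matched on mean expression and exon length, 0% had a median as low, and of those matched on mean expression and GC content, also 0%. Exon length and GC content were known for 69 of the 70 genes. For the Cyp genes as a family, lower expression in SHs remains as a hypothesis, without a replicate of these libraries. The paper's quantitative PCR, in repeated isolations, found Cyp3a11, Cyp1a2 and Cyp2e1 lower in SHs.

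The paper attributes a higher proliferative capability to SHs in culture. In freshly isolated cells, 12 proliferation genes had a median log2 ratio of 0.027, and 31.3% of random lists were as high, so the list as a whole gave no sign of more dividing cells. Single genes went both ways, and most had few reads. Ccnb2 had 3 reads in MHs and 29 in SHs, a log2 ratio of 1.76 (0.26 to 4.31), and Mki67 was at 0.61 (0.03 to 1.27). Aurkb, Top2a and Birc5 were at 1.18, 1.10 and 0.80, with intervals that included 0. Ccnb1, Cdk1 and Ccna2 were at -1.32, -0.72 and -0.02, also with intervals that included 0. Ccne2 was at -1.65, Mcm5 at -1.19 and Mcm2 at -0.79, with intervals under 0. A higher level of part of the mitotic genes was not tested as a list of its own. A response to sorting would raise immediate-early genes in SHs. Over 11 of them with at least 10 reads, the median was 0.086, and 16.0% of random lists were as high. Fos was the highest, at 0.61, and Dusp1 the lowest, at -0.14.

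The acute-phase genes Saa1 and Saa2 were lower in SHs, with log2 ratios of -1.09 and -1.13, and no random list was as low as the whole acute-phase list. Hamp, Lbp and Itih4 of the same list were higher, at 0.43, 0.16 and 0.06, with intervals above 0.

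The paper measured Cdh1 and Cldn2 by quantitative PCR in SHs and MHs. In the RNA-seq libraries, Cdh1 had a log2 ratio of 0.28 (0.17 to 0.40), and Cldn2 one of -1.51 (-1.67 to -1.34). For subpopulations near the portal vein that the paper discusses, Sox9 had 0.50 (0.16 to 0.85) and Mfsd2a 0.46 (0.33 to 0.60). The legend of Supplementary Fig. 15a gives Hnf4a and Cps1 as higher in SHs by quantitative PCR. In the RNA-seq libraries, Hnf4a had 0.035 (0.003 to 0.068), and Cps1 had 0.020 (0.010 to 0.031). Under TMM, which shifts every ratio by -0.023, they were 0.0125 and -0.0024, so the libraries did not settle a direction for either gene.

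Icam1 was not higher in SHs, although SHs were sorted for ICAM-1, with 7.66 RPM in MHs and 6.52 RPM in SHs.

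The paper's mice were of both sexes. Xist had 2 reads in MHs and 0 in SHs, whereas the Y-linked gene Ddx3y had 562 and 1643, so the reads of both libraries carried Y-linked expression and almost no Xist.

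Yam1 took 1.21% of the reads in MHs and 3.10% in SHs, the largest rise in share among the 10 genes with the most reads. Mup-ps22, a pseudogene with close paralogs, fell from 1.93% to 0.896%.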
